# Iron overload promotes myeloid differentiation of normal hematopoietic stem cells and educates macrophage mediated immunosuppression in acute myeloid leukemia

**DOI:** 10.3389/fimmu.2025.1626888

**Published:** 2025-08-13

**Authors:** Feifei Yang, Shulin Luo, Dan Yang, Xiaoxi Cui, Dongyue Zhang, Hao Wang, Yifei Li, Wanzhen Xie, Lina Wang, Xiuqun Zhang, Guoguang Zheng, Xuezhong Zhang

**Keywords:** acute myeloid leukemia, iron overload, myeloid differentiation, leukemia-associated macrophages, immunosuppression

## Abstract

**Background:**

The hematopoietic ecosystem comprises both cellular components such as hematopoietic stem cells (HSCs) and immune cells as well as non-cellular components including iron. Systemic iron overload, which leads to serious complications and affects both patients’ quality of life and overall survival, is a common clinical challenge in patients with acute myeloid leukemia (AML). We previously elucidated the direct effects of iron overload on AML cells. It’s worth noting that iron overload remodels the hematopoietic ecosystem. However, whether and how remodeled leukemic microenvironment with overloaded iron regulates normal HSCs and immune cells, especially leukemia-associated macrophages (LAMs), in AML have not been elucidated.

**Methods:**

The MLL-AF9-induced AML (MA9) cells were originated from c-kit^+^ BM cells enriched from C57BL/6J mice that infected with MSCV-MLL-AF9-GFP retrovirus. The MA9 AML mouse model was established by transplantation of MA9 cells into C57BL/6 mice. MA9 mice were *i.p.* administered with iron dextran every other day for a total of 6 times to established the iron overload MLL-AF9-induced AML mouse model (MA9/FE). HSC maintenance and differentiation was assessed by flow cytometry, cell proliferation, cell apoptosis, colony forming and competitive transplantation assays. LAM activation and function was analyzed by RNA-sequencing, flow cytometry and coculture assay. Intravenous clodronate liposome administration was employed to reduce LAMs in AML.

**Results:**

Iron overload skewed myeloid differentiation of normal HSCs. Furthermore, iron overload affected LAMs in the AML microenvironment by promoting LAM polarization toward an M2 phenotype. Functionally, iron overload decreased the phagocytic function of LAMs against leukemia cells and inhibited LAM-induced T cell activation by acquiring a tolerogenic phenotype with aberrant immune checkpoints. Moreover, depletion of LAMs attenuated iron overload caused acceleration of AML progression.

**Conclusions:**

Collectively, this study reveals the significance of iron overload in remodeling hematopoietic ecosystem and affecting HSC and LAM function in AML, providing new insights into the multifaceted role of iron overload in leukemia.

## Introduction

Iron is an essential element involved in numerous fundamental intracellular and extracellular physiologic processes. Iron homeostasis disorders play vital roles in the pathophysiology of various diseases as they cause diverse functional changes and progressive damages to organs (1–5). The relationship between the dysregulation of iron metabolism and the occurrence and progression of hematologic diseases has been reported (6). Acute myeloid leukemia (AML) is a hematologic malignancy characterized by the unlimited proliferation of myeloid precursor cells in the bone marrow (BM) with poor outcome although great progress has been achieved (7, 8). Iron overload reshapes the microenvironment, which has adverse effects on the initiation and progression of AML. Elevated iron promotes myelodysplastic syndromes (MDS)-AML transformation by causing genetic and chromosomal abnormalities (9), which could be attenuated by the treatment of iron chelators (10). Clinical studies have revealed that a high iron level is associated with a suppressed autologous stem cell mobilization, a poorer overall survival, and a higher incidence of relapse in AML patients (11–13). Our previous work demonstrated that the high level of iron correlated with a worse prognosis in AML patients and a shortened survival time in AML mice (14). Although we previously demonstrated that iron overload directly regulated AML cells by decreasing leukemic stem cells (LSCs) levels but increasing the tumor load in BM and extramedullary tissues via promoting the proliferation of leukemia cells through the upregulation of *FOS* (14), a comprehensive interpretation of the pathologic roles of iron overload in leukemia, especially the crosstalk between iron overload leukemic microenvironment and normal hematopoietic components, is less well-defined.

Leukemia cells highjack and destroy microenvironments, potentially shifting the equilibrium of microenvironments from a state that supports steady-state hematopoiesis to the conditions in favor of leukemogenesis and progression. Multiple types of cells including leukemia cells themselves (15, 16), normal hematopoietic cells (17, 18), immune cells (19), *etc.* are affected and contribute to the process. Hematopoietic stem cells (HSCs) are unique and hierarchically organized subpopulations of blood cells that maintain the hematopoietic system through self-renewal and generation of progenitor cells and mature cells of various lineages through differentiation in response to physiologic demands (20). Previous work demonstrated that leukemic microenvironment exhibited a great impact on HSCs as well as normal hematopoiesis (17, 18). However, iron overload further remodels the leukemic microenvironment. Evidence has suggested that iron may play important roles in hematopoiesis under steady state and stress conditions. Microbiota, antifungal agents, or transferrin receptor 1 (Tfr1)-mediated iron uptake have been shown to regulate HSC fate decisions in the BM (21–23). F-box and leucine-rich repeats protein 5 (FBXL5) or ferritin heavy chain 1 (*FTH1*)-mediated cellular iron homeostasis is required for the maintenance of HSCs functions (19, 24). In addition, the increased iron uptake by splenic HSCs has been shown to promote TET2-dependent erythroid regeneration in hemolytic anemia-induced stress erythropoiesis. However, how remodeled leukemic microenvironment with overloaded iron affect HSCs has not been elucidated.

The immunomicroenvironment constituted by mature immune cells and immune regulatory molecules participates in diverse physiologic and pathologic processes. Specifically, leukemia cells induce a leukemic immunomicroenvironment with suppressed immune response to leukemia cells, thereby impairing the anti-leukemia immunity, which in turn contributes to leukemia progression. Evidence demonstrated that a variety of immune cells including neutrophils (25), macrophages (26), NK cells (27, 28) and T cells (29), were reprogramed to have leukemia-associated characteristics and played pathologic roles. It is worth noting that leukemia-associated macrophages (LAMs) were educated by the leukemic microenvironment to exhibit unique phenotypes and functions with great heterogeneity in our previous studies (30–32), highlighting a context- and tissue-dependent macrophage polarization. However, the leukemic microenvironment becomes a highly dynamic structure remodeled by iron overload. It was reported that iron played important roles on the polarization and function of macrophages under distinct conditions, including *in vitro* cytokine stimulation and some *in vivo* disease models, such as infection, metabolic disorders, and solid cancers (33–38). Nevertheless, how remodeled leukemic microenvironment with overloaded iron reshapes LAMs has not been elucidated.

In this study, we investigated the impacts of the remodeled leukemic microenvironment with overloaded iron on HSCs and immune cells by using an iron overload MLL-AF9-induced mouse AML model. The results demonstrated that iron overload skewed myeloid differentiation of normal HSCs. Furthermore, iron overload promoted LAMs to exhibit a phenotype with increased M2-related characteristics, decreased phagocytotic potential and enhanced immunosuppression ability. Moreover, depletion of LAMs attenuated iron overload-caused acceleration of AML progression. Therefore, our findings provide new insights into the mechanisms how iron overload exerts adverse effects in AML and broaden our knowledge of the multifaceted roles of iron overload in malignancies.

## Materials and methods

### Gene expression datasets

Public datasets of leukemia patients were downloaded from The Cancer Genome Atlas (TCGA). The correlation between gene expressions of *FTH1* or *FTL* and *CD68* or *CD163* in AML patients was studied. The detailed characteristics of the patients accessible from the database are summarized in **Supplementary Table S1**.

### Mice

Six to eight week-old C57BL/6J (CD45.2) and B6.SJL (CD45.1) mice were provided by the Animal Centre of the Institute of Hematology and Blood Diseases Hospital, CAMS & PUMC. Mice were maintained in SPF-certified facilities, and all procedures for animal experiments were approved by the Animal Care and Use Committees at the Institution.

### AML mouse models

The establishment of MLL-AF9-induced AML mouse model (MA9) was previously described (17, 39). Briefly, c-kit^+^ BM cells were enriched from C57BL/6J mice and infected with MSCV-MLL-AF9-GFP retrovirus before transplantation into C57BL/6 mice.

We recently established the iron overload MLL-AF9-induced AML mouse model (abbreviated as MA9/FE) (14). Briefly, GFP^+^ AML cells were isolated from MA9 mice and transplanted into C57BL/6 mice. One week after transplantation, the recipient AML mice were *i.p.* administered with 0.2 mL iron dextran (Pharmacosmos A/S, Denmark) at a concentration of 25 mg/mL every other day for a total of 6 times. An equal volume of phosphate-buffered saline (PBS) was administrated to the control AML mice (also abbreviated as MA9). C57BL/6 mice without AML cell transplantation were *i.p.* administered with an equal volume of iron dextran or PBS (abbreviated as WT/FE or WT).

### Cell culture

All cells were cultured in RPMI-1640 supplemented with 5% fetal bovine serum (FBS) and antibiotics in a humidified atmosphere of 5% CO_2_ at 37°C. All culture supplies were endotoxin free.

### Antibodies

Fluorescence-conjugated antibodies against F4/80 (APC) and Ki67 (PE) and were purchased from BD Biosciences (USA). Fluorescence-conjugated antibodies against CD45.2 (PE), CD45.2 (PerCP-Cy5.5), Sca-1 (APC), CD117/c-Kit (PE-Cy7), CD16/32 (PerCP-Cy5.5), CD34 (BV421), Flt3 (PE), CD3 (PerCP-Cy5.5), CD4 (PE-Cy7), CD8 (APC-Cy7), CD19 (PE), CD25 (FITC), CD44 (APC), Mac-1/CD11b (PE-Cy7), Gr-1 (PE-Cy7), Gr-1 (Pacific blue), CD115 (BV711), CD115 (PE), CD47 (APC), SIRPα(APC-Cy7), PD-L1 (PE-Cy7), PD-1 (BV421), CD200 (PE-Cy7), CD200R (FITC), Galectin-9 (PerCP-Cy5.5), Tim-3 (PerCP-Cy5.5) and Annexin V (PE) were purchased from Biolegend (USA).

### Flow cytometric analysis and cell sorting

EasySep™ Mouse Hematopoietic Progenitor Cell Isolation Kit (#19856, Stem Cell Technologies, USA) was used to enrich the Lin^-^ cells from the mouse BM. Lin^-^ cells were enriched by using streptavidin-coated magnetic particles and biotinylated antibodies (CD5, CD11b, CD19, CD45R/B220, Gr-1 and Ter119, 7-4; APC-Cy7 conjugated) to remove non-hematopoietic stem/progenitor cells (HSPCs). Then, LSK^+^ cells were gated as Lin^-^Sca1^+^c-Kit^+^ from the GFP^-^ population. Antibodies against CD34 and Flt3 were used to identify CD34^-^Flt3^−^ LT-HSC, CD34^+^Flt3^-^ ST-HSC and CD34^+^Flt3^+^ MPP from the GFP^-^Lin^-^Sca1^+^c-Kit^+^ population. CD34 and CD16/32 antibodies were used to identify CD34^+^CD16/32^+^ GMP, CD34^+^CD16/32^-^ CMP and CD34^-^CD16/32^-^ MEP from the GFP^-^Lin^-^Sca1^-^c-Kit^+^ population. These HSPCs were used for further analysis. The BM macrophages were gated as the Gr-1^lo^F4/80^+^CD115^int^SSC^int/lo^ subpopulation from the GFP^-^ population. Canto II and LSR II flow cytometers (BD Biosciences) were used for FACS analysis. FACS Aria III (BD Biosciences) was used for cell sorting. Data analysis was carried out using FlowJo software (version 7.6.1).

### Cell proliferation assay

Ki67 staining assays were used to detect cell proliferation of primary LSKs. Normal LSKs from MA9 and MA9/FE mice were fixed and permeabilized by Cytofix/Cytoperm™ Fixation/Permeabilization Solution Kit (BD Biosciences, San Jose, CA) according to the manufacturer’s protocols. Then, cells were stained with an anti-Ki67-PE antibody, followed by Hoechst 33342 before FACS analysis.

### Cell apoptosis analysis

Annexin V/PI staining assay was used to detect cell apoptosis of primary LSKs. Normal LSKs from MA9 and MA9/FE mice were prepared and washed twice with pre-cold PBS buffer. Then, cells were incubated with an Annexin V-PE antibody, followed by PI before FACS analysis.

### Colony forming assay

Freshly sorted normal LSKs from MA9 and MA9/FE mice were suspended in M3434 complete medium (Stem Cell Technologies, USA) and seeded in 24-well plate at 500 cells/500 μl/well and cultured according to the manufacturer’s instructions. The number of burst-forming unit erythroid (BFU-E), colony-forming unit granulocyte-macrophage (CFU-GM), and colony-forming unit granulocyte, erythroid, macrophage, and megakaryocyte (CFU-GEMM) was counted on day 8.

### Transplantation assays

For competitive LSK transplantation, normal LSKs (CD45.2, 1×10^3^) from MA9 or MA9/FE mice and WT competitor cells (whole bone marrow cells (WBMCs)) (CD45.1, 5×10^5^) were transplanted into lethally irradiated (9.5 Gy) recipient B6.SJL mice (CD45.1). The reconstitution of PB cellularity was analyzed by FACS every four weeks post-transplantation. Sixteen weeks after transplantation, BM cells from the recipient mice were collected, and the chimera rate of the HSPC compartment and lineage contribution was evaluated by FACS.

### Latex bead uptake experiments

Latex bead uptake experiments were used to measure the phagocytic activity of macrophages. Prior to FACS analysis, BM macrophages from WT, WT/FE, MA9 or MA9/FE mice were incubated with FITC-labeled 2 µm latex beads (Sigma-Aldrich, USA) for 15 mins.

### Phagocytotic activity of macrophages against leukemia cells

Coculture assays were used to test the phagocytosis of leukemia cells by macrophages. BM macrophages from WT, WT/FE, MA9 or MA9/FE mice were cocultured with GFP^+^ BM AML cells at the ratio of 1:2 in 24-well plates for 18 hrs. Leukemia cells cultured alone were used as blank controls. After 18 hrs, total cells were counted by hemocytometer and the proportion of GFP^+^ cells was analyzed by FACS (18 hrs (test)). The phagocytotic rate was calculated as follows: (100%- test) - (100%- blank control test).

### Regulatory effect of macrophages on T cell activation

Co-culture assays were used to test the regulatory effects of macrophages on T cells. BM macrophages from WT, WT/FE, MA9 or MA9/FE mice were co-cultured for 48 hrs with T cells that were sorted from the spleen of normal mice, at the ratio of 1:1 in 48-well plates in the presence of Dynabeads Mouse T-Activator CD3/CD28 (Gibco, USA). Then, the cells were harvested and resuspended in 100 μl PBS. After staining with antibodies at 4°C and washing with PBS, the cells were analyzed by FACS.

### Quantitative real-time PCR

Cells were lysed and total RNA was isolated using RNeasy Mini Kit (Qiagen, Valencia, CA). Reverse transcription was achieved using Transcript All-in-one First-Strand cDNA Synthesis SuperMix (TransGen Biotech, China). qRT-PCR was performed on 0.1-QuantStudio 5 and 0.2-QuantStudio 5 (Thermo Fisher Scientific, USA). The expression level of each gene was normalized to the expression level of GAPDH. Sequences for primers are listed in **Supplementary Table S2**.

### RNA-seq

BM macrophages were sorted from WT, WT/FE, MA9 and MA9/FE mice by FACS. An RNA sequencing library was prepared and sequenced using an Illumina Nova Seq 6000 by the Beijing Novogene following standard protocols. 

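The deposited data hold 6 libraries, 1 for each condition, so no value below has a replicate check. There are 4 macrophage libraries, from WT, WT/FE, MA9 and MA9/FE mice, and 2 libraries of leukemia cells, from MA9 and MA9/FE mice. WT mice carry no leukemia, and MA9 mice carry transplanted leukemia cells that express the MLL-AF9 fusion gene. FE marks the mice that received 6 intraperitoneal injections of 0.2 mL iron dextran at 25 mg/mL. The sample labels give the spleen as the source of the macrophages, whereas the paper gives the BM, and the labels give the BM as the source of the leukemia cells. The values are therefore described here as those of the deposited libraries.
The deposited values are FPKM (fragments or reads per kilobase of exon, scaled to the reads counted in the library) for 54532 genes. Multiplied by the length of each gene's exons in the GENCODE mouse annotation, between 96.8% and 97.0% of the values above 0 in each library were whole multiples of 1 step, the value of 1 read, so the depth was recovered from the step. It was 19518356 reads in WT, 16799346 in WT/FE, 17001667 in MA9 and 16085348 in MA9/FE macrophages, and 18157062 in MA9 and 17852023 in MA9/FE leukemia cells. For each pair of libraries the FPKM were scaled by TMM factors (trimmed mean of M values), and the fold change was taken as log2(FPKM + 1), which understates the change of genes with low values. Genes with at least 10 recovered reads in at least one of the pair were kept, and those with a fold of at least 2 were counted without a test, since FPKM are not counts and there are no replicates. Between WT/FE and WT macrophages 212 genes passed, 122 higher and 90 lower with iron. Between MA9 and WT macrophages 794 genes passed, 641 higher and 153 lower. Between MA9/FE and WT/FE macrophages 787 genes passed, 533 higher and 254 lower, and between MA9/FE and MA9 macrophages 407 genes passed, 198 higher and 209 lower. In the leukemia cells 133 genes passed, 67 higher and 66 lower with iron. A test of counting noise on the recovered reads left 137, 694, 654, 305 and 70 genes in the same order. It is a normal approximation that stands in for the exact test planned for counts. The setting that lowered the counts most was a test on the recovered reads with a biological coefficient of variation (BCV) of 0.4. It left 2, 32, 15, 1 and 1 genes. It recovered 0.00% of the changed genes in a simulation where all changes had the same size, which says nothing about larger changes. Adding 0.1 in place of 1 to the FPKM, chosen after the data were seen, raised the counts to 784, 1979, 2081, 1507 and 631 genes. Removing the trend of the fold changes on exon length, a setting chosen after the data were seen, changed the directions, and MA9/FE against MA9 macrophages then had 102 genes higher and 403 lower, and MA9/FE against WT/FE macrophages 247 higher and 718 lower. Of the 212, 794, 787, 407 and 133 genes, 85, 143, 122, 79 and 16 were immunoglobulin genes, whose near-identical segments make single genes uncertain. Small RNA genes made up 40, 68, 76, 61 and 30. Genes with a full symbol outside these classes and the T cell receptor genes made up 29, 469, 374, 141 and 58.
The share of all reads on a list of 16 B cell marker genes was 0.874% in WT (95% Wilson interval 0.870% to 0.879%), 0.854% in WT/FE, 0.495% in MA9 and 0.780% in MA9/FE macrophages, and 0.00696% and 0.00644% in MA9 and MA9/FE leukemia cells. Reads on 17 macrophage marker genes made up 0.136% in WT, 0.238% in WT/FE, 0.145% in MA9 and 0.287% in MA9/FE macrophages. They made up 0.183% in MA9 and 0.227% in MA9/FE leukemia cells, above the WT and MA9 macrophages and below the WT/FE and MA9/FE macrophages. The share in leukemia cells comes from few members with high values. The median FPKM of the full list was 4.39 in MA9 and 3.48 in MA9/FE leukemia cells. It was 18.8 in WT, 42.6 in WT/FE, 19.8 in MA9 and 42.5 in MA9/FE macrophages. Reads on 15 neutrophil marker genes made up 0.00482% in WT, 0.00600% in WT/FE, 0.193% in MA9 and 0.0964% in MA9/FE macrophages. The intervals cover counting error only.

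**Figure D1:**
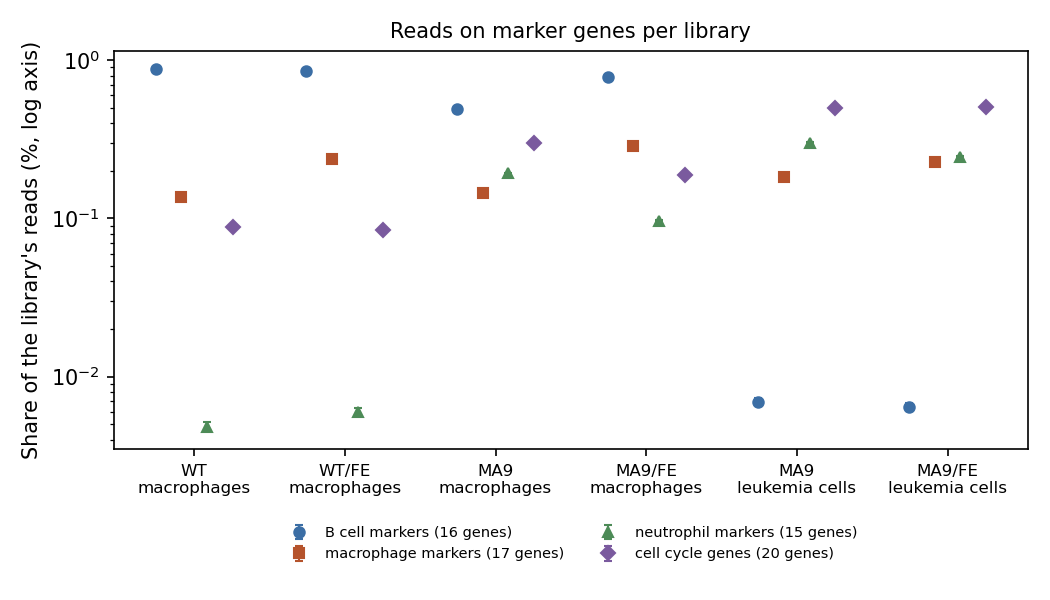
Share of all recovered reads (percent, log axis) on lists of B cell (16 genes), macrophage (17), neutrophil (15) and cell cycle (20) genes in the 6 libraries, with points for single libraries and bars for 95% Wilson intervals, which cover counting error only. The neutrophil list rises from 0.00482% in WT to 0.193% in MA9 macrophages, and the B cell list lies at or above 0.495% in the 4 macrophage libraries.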

The data was analyzed by Beijing Novogene and is available in the NCBI’s Gene Expression Omnibus under the accession number GSE226727.

### Two-dimensional illustration of macrophage phenotypes

A two-dimensional illustration was established to describe the activation phenotype of macrophages (31). For each gene, the value of macrophage from WT BM was designated as 0. The M1 and M2 values of macrophages were calculated and the mean values of relative expression of genes were used for calculation:

M1 value=∑max(-ΔΔCtM1,0) - ∑min(-ΔΔCtM2,0);
M2 value=∑max(-ΔΔCtM2,0) - ∑min(-ΔΔCtM1,0).

### Statistical analysis

The statistical analyses were performed using the GraphPad Prism 6.0 software (San Diego, CA) and the SPSS17.0 software package (SPSS, Chicago, IL). All data were expressed as the mean ± SEM and statistical significance was calculated using an unpaired Student’s *t*-test (two groups) or one-way ANOVA (≥ three groups). Kaplan–Meier analysis was employed to compare the survival time. *P <*0.05 was considered statistically significant.

## Results

### Iron overload affects normal HSC functions in AML mice

To determine the impacts of iron overload on normal HSCs in AML, the iron overloaded MLL-AF9-induced AML mouse model was successfully established and iron overload was validated (**Supplementary Figure S1**). The frequency of GFP^-^Lin^-^c-Kit^+^Sca1^+^ cells (normal LSK) in the BM of MA9 and MA9/FE mice was analyzed, and no statistical difference was detected between the two groups (**Figure 1A**). Then, CD34 and Flt3 were used to identify the HSC subpopulations, *i.e.* CD34^-^Flt3^−^ LT-HSC, CD34^+^Flt3^-^ ST-HSC and CD34^+^Flt3^+^ MPP. No significant difference was observed for those subpopulations between two groups (**Figure 1A**). These results suggest that iron overload does not influence the frequency of normal HSCs and HSC subpopulations in AML.

**Figure 1:**
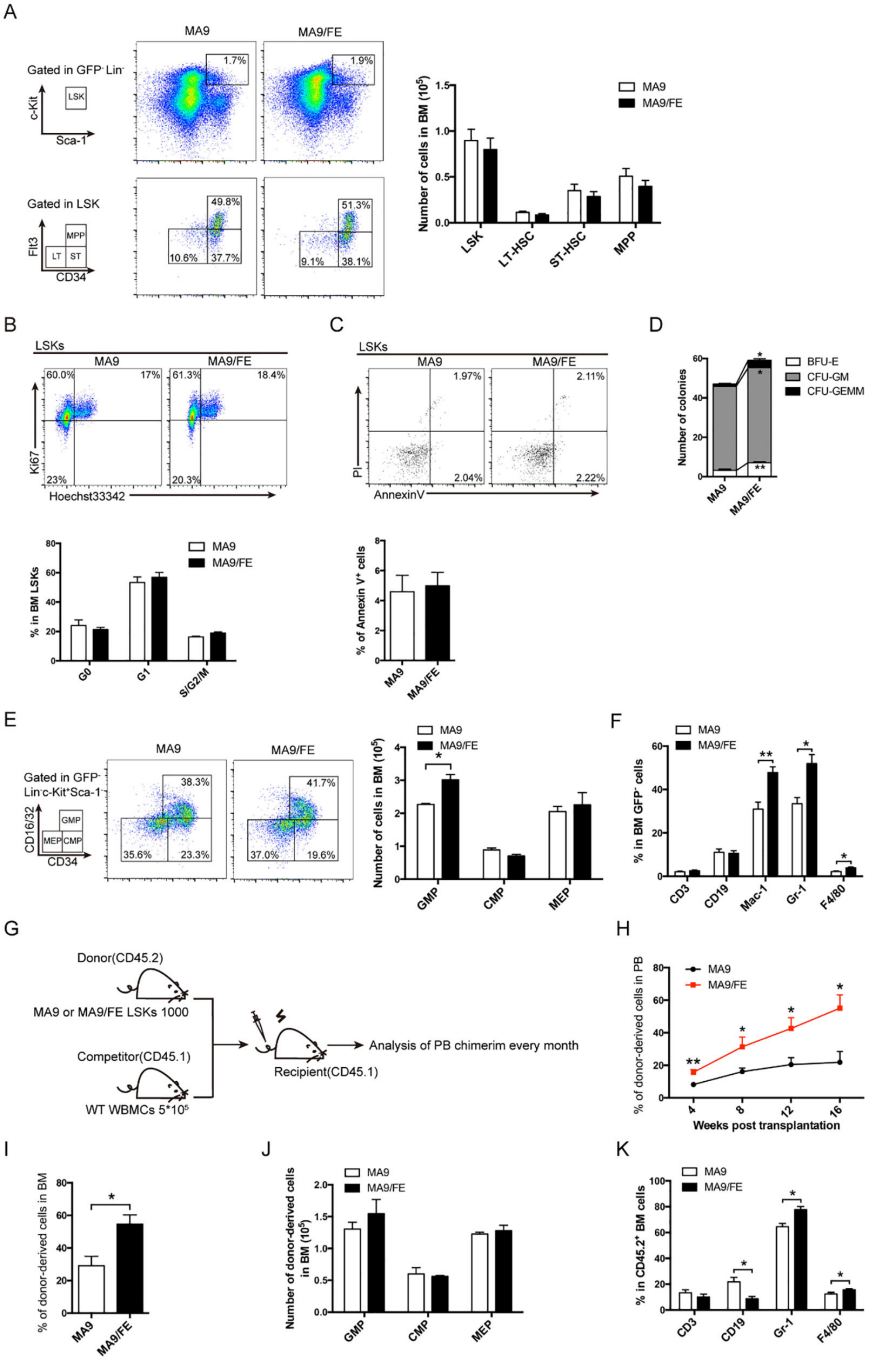
Normal HSPCs and more mature cells of multiple lineages in iron-overload AML mice. **(A)** Representative FACS plots and frequencies of normal HSC subpopulations (LSK: Lin^-^c-Kit^+^Sca1^+^, LT-HSC: CD34^-^Flt3^−^LSK^+^ ST-HSC: CD34^+^Flt3^-^LSK^+^, MPP: CD34^+^Flt3^+^LSK^+^) in the BM of MA9 and MA9/FE mice (n = 5). **(B)** Normal HSCs from the BM of MA9 and MA9/FE mice were stained with Ki67 and Hoechst 33342. The gating strategy for G0 (bottom left), G1 (top left), and S/G2/M (top right) is shown (top panel), and the percentage is plotted (n=5) (bottom panel). **(C)** Normal HSCs from the BM of MA9 and MA9/FE mice were stained with Annexin V and PI. The gating strategy for early (bottom right) and late (top right) phase apoptotic cells is shown (top panel), and the percentage of is plotted (n=5) (bottom panel). **(D)** Normal HSCs from the BM of MA9 or MA9/FE mice were seeded onto 24-well plates (500 cells/well) for colony forming assays, and the numbers of BFU-E, CFU-GM, and CFU-GEMM are plotted. **(E)** Representative FACS plots and frequencies of HPC subpopulations (GMP: CD34^+^CD16/32^+^, CMP: CD34^+^ CD16/32^−^, MEP: CD34^-^ CD16/32^-^, gated from GFP^-^Lin^-^Sca1^-^c-Kit^+^ population) in the BM of MA9 and MA9/FE mice (n = 5). **(F)** Lineage distribution in BM assessed by FACS (n = 5). **(G-K)** Competitive BM transplantation was performed and mice were sacrificed 16 weeks post-transplantation for chimerism analysis (n = 6). The schematic of the experiment design **(G)**, the chimerism of PB CD45.2^+^ cells at indicated time points **(H)** as well as the chimerism of BM CD45.2^+^ cells **(I)**, the absolute numbers of CD45.2^+^ HPC populations **(J)** and the percentage of CD45.2^+^ multiple lineages **(K)** are shown. The results are from three independent experiments. Unpaired Student’s t test; *p < 0.05; **p < 0.01.

Next, we investigated whether iron overload had an impact on the proliferation and apoptosis of normal HSCs in AML. No significant difference was observed between MA9 and MA9/FE mice (**Figures 1B, C**). Colony forming ability determines the self-renewal potential of HSCs and partly reflects HSC function. MA9/FE HSCs formed significantly more BFU-E, CFU-GM and CFU-GEMM colonies than MA9 HSCs (**Figure 1D**, **Supplementary Figure S2A**). These results suggest that iron overload promotes the colony-forming capacity of normal HSCs in AML mice.

### Iron overload skews myeloid differentiation of normal HSCs in AML mice

To determine whether iron overload affects differentiation of HSCs, the frequency of normal HPCs and more mature cells of multiple lineages in the BM of MA9 and MA9/FE mice was evaluated. CD34 and CD16/32 were used to identify the committed progenitor cells, CD34^+^ CD16/32^+^ GMP, CD34^+^ CD16/32^−^ CMP, and CD34^-^ CD16/32^-^ MEP were based on the GFP^-^Lin^-^Sca1^-^c-Kit^+^ population. A significant increase in the frequency of GMP was observed in MA9/FE mice when compared with that in MA9 mice (**Figure 1E**). In addition, iron overload resulted in a prominent increase in more mature compartments of myeloid cells, such as Mac-1^+^, Gr-1^+^ and F4/80^+^ cells, in the BM (**Figure 1F**), suggesting that iron overload enhances myeloid lineage differentiation in AML.

Next, we performed a competitive repopulation assay to dissect the effect of iron overload on the hematopoietic reconstitution capacity of normal HSCs (**Figure 1G**). Donor-derived PB chimera rate of normal HSCs from MA9/FE mice was significantly higher than that from MA9 mice during the 16 weeks post-transplantation (**Figure 1H**, **Supplementary Figure S2B**). Moreover, similar results were also obtained for donor-derived BM chimera rate 16 weeks after transplantation (**Figure 1I**, **Supplementary Figure S2C**). These results indicate that iron overload promotes the hematopoietic reconstitution capacity of normal HSCs in AML. Though the donor-derived BM chimerism of HPCs populations, including CMP, GMP and MEP, showed no significant difference between MA9 and MA9/FE mice (**Figure 1J**, **Supplementary Figure S2D**), iron overload increased the donor-derived BM chimerism of myeloid lineages, including Gr-1^+^ and F4/80^+^ cells, while decreased the BM chimerism of CD19^+^ B cells (**Figure 1K**). Together, these findings indicate that iron overload enhances the capacity of hematopoietic reconstitution and skews the myeloid differentiation of normal HSCs in AML.

### More M2 macrophages correlates with a worse prognosis in iron overloaded AML patients

Ferritin consists of heavy and light chains, encoded by *FTH1* and *FTL* genes. CD68 and CD163 are typical markers for macrophages and M2 macrophages in humans. To assess the clinical significance of iron overload and macrophages in AML, the public TCGA database was used to analyze the expression levels of *FTH1*/*FTL* and *CD68/CD163* in leukemia patients and their correlations with disease prognosis. AML patients from TCGA datasets were divided into the FTH1^high^, FTH1^low^, FTL^high^, and FTL^low^ groups, based on the median gene expression value of *FTH1* or *FTL*, respectively. FTH1^high^ and FTL^high^ groups expressed higher level of CD68 or CD163 than their respectively counterparts, while FTH1^low^ and FTL^low^ groups expressed lower level of CD68 or CD163 than their respectively counterparts (**Figures 2A–D**). We previously demonstrated that FTH1^high^ group had a worse prognosis than FTH1^low^ group (14). We further analyzed the overall survival (OS) of the CD68^high^, CD68^low^, CD163^high^ and CD163^low^ subgroups in the FTH1^high^ or FTL^high^ groups. The results showed that no significant difference was detected between the CD68^high^ and CD68^low^ subgroups (**Figures 2E, F**) whereas the OS in the CD163^high^ subgroup was significantly shorter than that in the CD163^low^ subgroup (**Figures 2G, H**). The OS of the CD68^high^, CD68^low^, CD163^high^ and CD163^low^ subgroups in the FTH1^low^ or FTL^low^ groups was also analyzed showing that no significant difference was detected between the CD68^high^ and CD68^low^ subgroups (**Figures 2I, J**), and between the CD163^high^ and CD163^low^ subgroup (**Figures 2K, L**). These results suggest that iron overload correlates with increased level of M2 macrophages and more M2 macrophages further correlates with a poor prognosis in iron overloaded AML patients.

**Figure 2:**
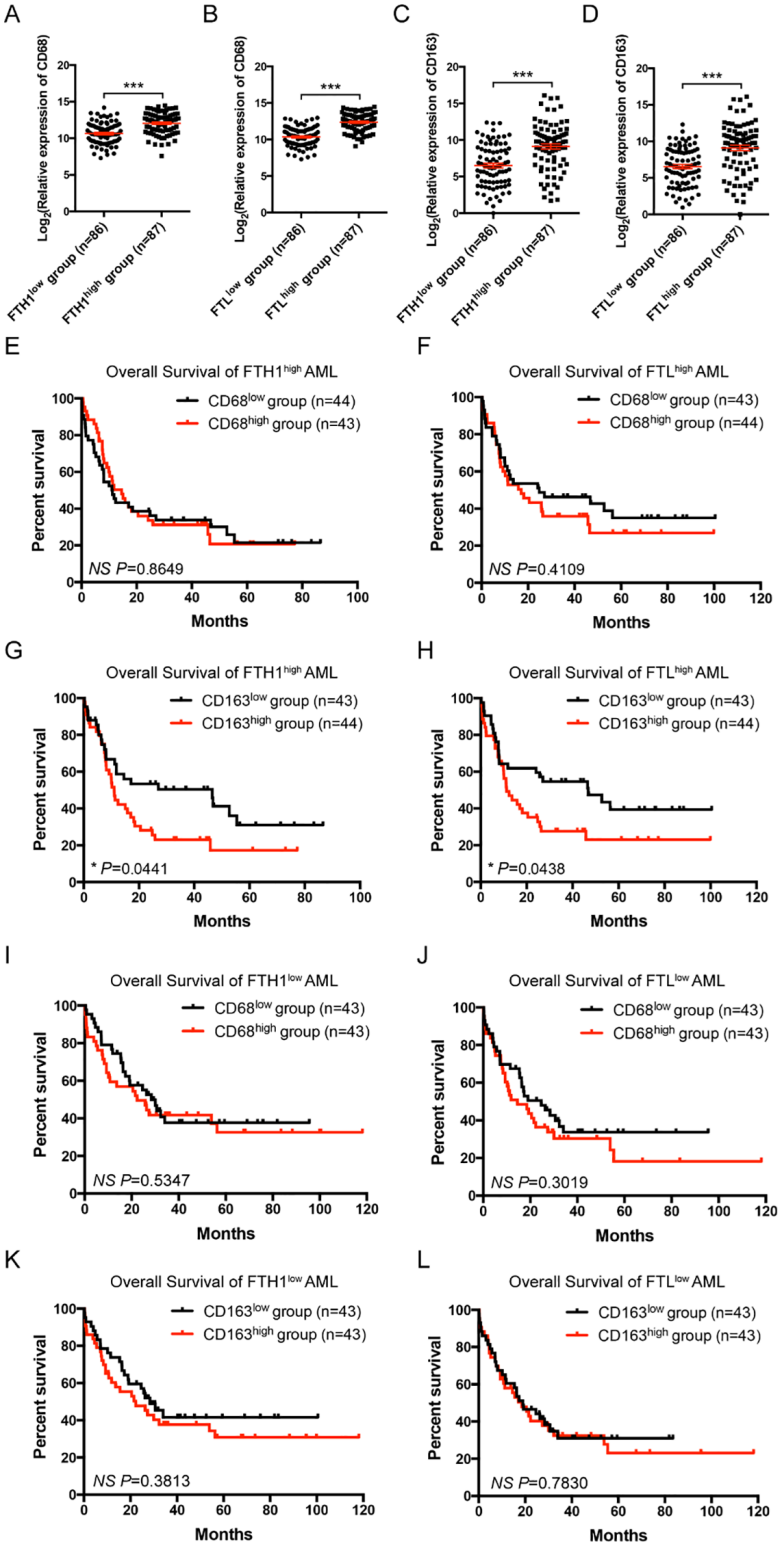
Correlation and clinical significance of ferritin and macrophage markers in AML patients. **(A-D)** Correlations between the relative expression of CD68 or CD163 and *FTH1* or *FTL* in TCGA are shown. AML cases were divided into the FTH1^high^, FTH1^low^, FTL^high^, and FTL^low^ groups, based on the median gene expression value of *FTH1* or *FTL*, respectively, and the relative expression of CD68 **(A, B)** or CD163 **(C, D)** is plotted. **(E-H)** In the FTH1^high^ or FTL^high^ groups, AML cases were divided into CD68^high^, CD68^low^, CD163^high^, and CD163^low^ subgroups, based on the median gene expression value of CD68 or CD163, respectively, and the OS of AML patients was compared by Kaplan-Meier analysis. **(I-L)** In the FTH1^low^ or FTL^low^ groups, AML cases were divided into CD68^high^, CD68^low^, CD163^high^, and CD163^low^ subgroups, based on the median gene expression value of CD68 or CD163, respectively, and the OS of AML patients was compared by Kaplan-Meier analysis. Unpaired Student’s t test; *p < 0.05; ***p < 0.001..

### Iron overload educates LAM with more M2 characteristics

The gene expression profile and activation phenotype of LAMs in the iron-overload AML microenvironment were studied. RNA-seq was performed to study gene expression profiles in the BM LAMs. Differentially expressed genes (DEGs) are plotted in **Figure 3A** (DEGs, FC ≥ 2, FDR ≤0.01), which reflect the modulatory effects of iron overload on LAM gene expression profile in leukemic microenvironment. A Venn diagram shows the numbers of DEGs between different pairs of samples (**Supplementary Figure S3**), and 29-shared DEGs are listed in **Supplementary Table S3**. Gene set enrichment analysis (GSEA) showed that the genes in the annotations, “myeloid leukocyte activation” and “macrophage activation”, were enriched in MA9/FE LAMs versus WT/FE macrophages or MA9 LAMs (**Figure 3B**). To study the activation phenotype of MA9/FE LAMs, the dynamic expression of phenotype-associated genes (6 genes for M1 and 6 genes for M2) was monitored. The expression levels of M1- and M2-related genes (**Figures 3C, D**) showed considerable differences among different samples. To obtain an intuitive view of the phenotypes of macrophages from different samples, a two-dimensional illustration of macrophage phenotypes was used. When WT macrophages were used as control, WT/FE macrophages and MA9 LAMs were in the lower area, *i.e.* with more M1 characteristics, whereas MA9/FE LAMs were in the upper area, *i.e.* with more M2 characteristics (**Figure 3E**). Interestingly, iron overload educated WT macrophages towards M1 phenotype (WT/FE macrophages) whereas educated MA9 LAMs towards M2 phenotype (MA9/FE LAMs) (**Figure 3E**). These results suggest that LAMs show distinct transcriptional modulations in response to iron overload in the leukemic environment, and exhibit increased M2-related characteristics, potentially resulting in different biological activities and functions.

**Figure 3:**
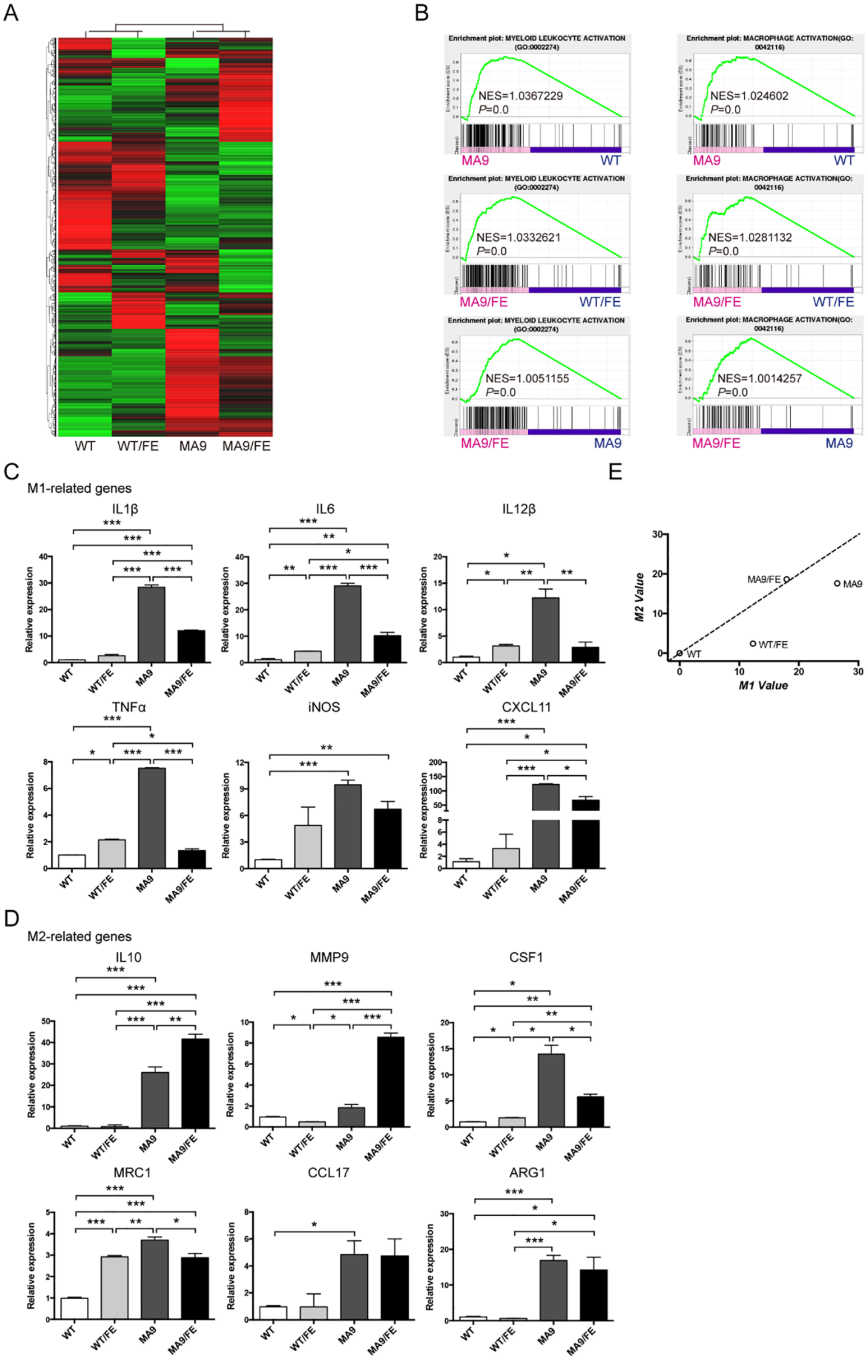
Iron overload affects the gene expression profile and activation phenotype of LAMs. Macrophages were sorted from the BM of MA9, MA9/FE mice and their respective normal counterparts (WT and WT/FE mice), and RNA-seq was performed. **(A)** DEG (FC ≥ 2, FDR ≤ 0.01) expression profiles are shown. **(B)** GSEA shows the enrichment of genes in annotations between MA9/FE LAMs and WT/FE macrophages or MA9 LAMs. Expression of M1 **(C)** and M2 **(D)** phenotype-associated genes in macrophages was detected by real-time PCR. For each gene, the RQ value of WT macrophages was designated 1.000, respectively. **(E)** A two-dimensional illustration of the macrophage phenotype is shown. For each gene, the value of the WT macrophages was designated 0. The mean values of the relative expression of genes mentioned above were used for the calculation and the M1 and M2 values. The results are from three independent experiments. Unpaired Student’s t test; *p < 0.05; **p < 0.01; ***p < 0.001..

### Iron overload decreases the phagocytic ability of LAMs

To evaluate the potential effects of iron overload on the functions of LAMs, DEG profiles were analyzed. GSEA showed that the genes in the annotations, “phagocytosis” and “phagocytosis engulfment”, were enriched in MA9 LAMs versus WT controls, MA9/FE LAMs versus WT/FE controls, and MA9/FE LAMs versus MA9 LAMs (**Figure 4A**). Phagocytosis is an important functional characteristic of macrophages. Hence, non-specific, and specific phagocytosis were assessed. Non-specific phagocytosis was assessed using the latex bead uptake experiments. MA9 and MA9/FE LAMs had a decreased phagocytotic ability, when compared with their respective control macrophages (**Figure 4B**, **Supplementary Figure S4A**). Specific phagocytosis of AML cells was assessed using *in vitro* co-culture experiments. We found that in addition to the decreased phagocytotic ability of MA9 and MA9/FE LAMs, the phagocytotic ability of MA9/FE LAMs was much lower than that of MA9 LAMs (**Figure 4C**, **Supplementary Figure S4B**).

**Figure 4:**
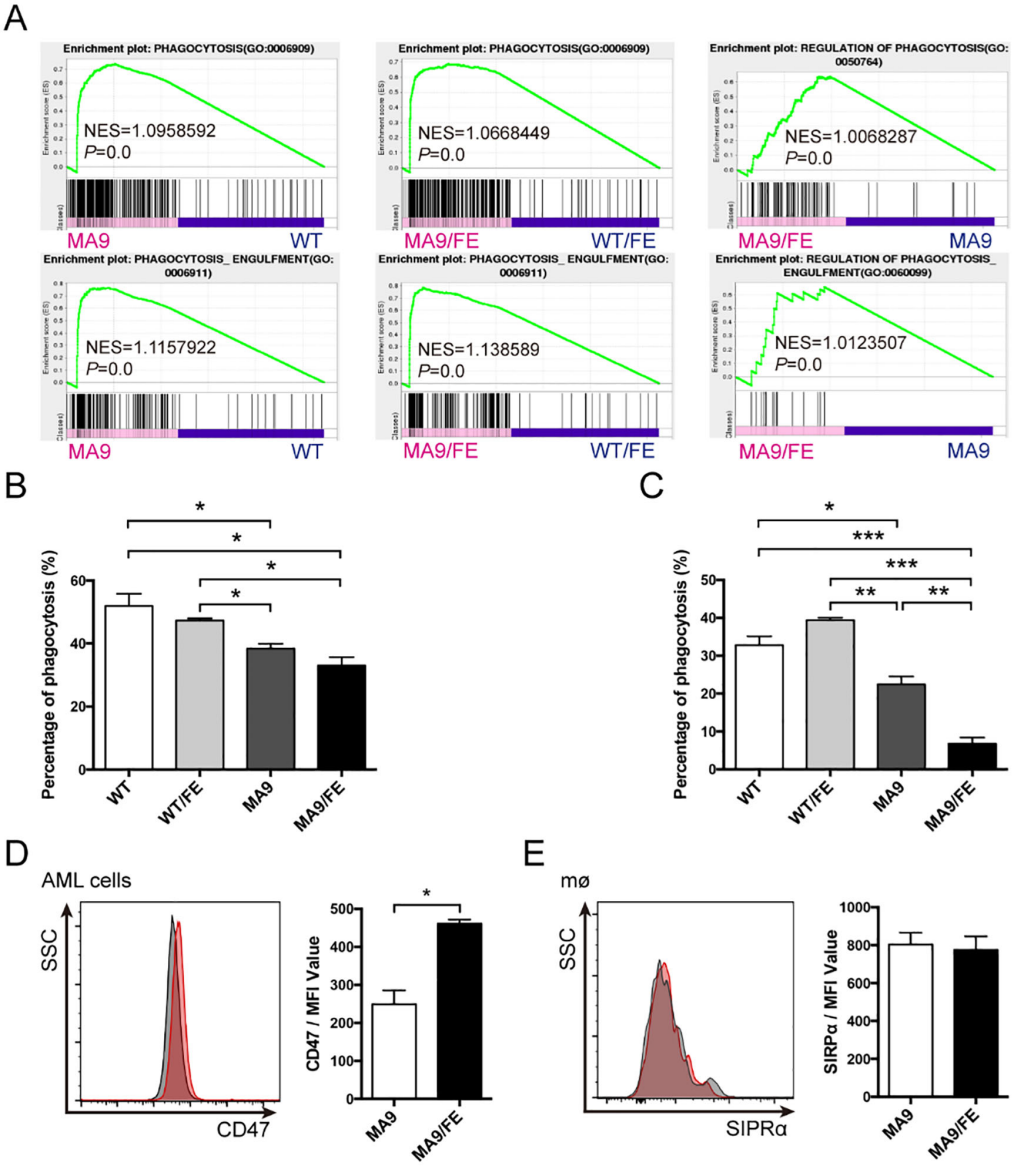
Iron overload decreases the phagocytic ability of LAMs. **(A)** GSEA shows the enrichment of genes in annotations between MA9/FE LAMs and WT/FE macrophages or MA9 LAMs. **(B)** Macrophages sorted from the BM of WT, WT/FE, MA9 or MA9/FE mice were cultured with FITC-labeled 2 μm latex beads for 15 mins, and the phagocytic activity was assessed by FACS (n=5). **(C)** Macrophages sorted from the BM of WT, WT/FE, MA9 or MA9/FE mice were cocultured with sorted leukemia cells for 18 hrs. Cells were collected, and the proportion of GFP^+^ cells was analyzed by FACS (n=5). AML cells cultured alone were used as a blank control. The phagocytotic rate was calculated as follows: (100%- 18 hrs (test))-(100%- blank control). **(D, E)** The expressions of CD47 on leukemia cells **(D)** and SIRPα on LAMs **(E)** were detected by FACS. The results are from three independent experiments. Unpaired Student’s t test; *p < 0.05; **p < 0.01; ***p < 0.001.

CD47/SIRPα axis is a major pathway in repressing the activation and phagocytosis of macrophages. Thus, CD47 expression on leukemia cells and SIRPα expression on LAMs were investigated. CD47 expression was upregulated in MA9/FE AML cells (**Figure 4D**), whereas no difference was observed in SIRPα expression between MA9 and MA9/FE LAMs (**Figure 4E**). These results demonstrate that LAMs have a low phagocytotic potential against AML cells in response to the iron overload in the leukemic microenvironment.

### Iron overload promotes LAMs-mediated immunosuppression

GSEA results showed that the genes in the annotations, “activation of immune response” and “regulation of T cell activation”, were enriched in MA9 LAMs versus WT controls, and MA9/FE LAMs versus WT/FE controls. Furthermore, the annotations, “cells activation involved in immune response” and “negative regulation of adaptive immune response”, were enriched in MA9/FE LAMs versus MA9 LAMs (**Figure 5A**). Hence, the immunoregulatory potential of LAMs on T cells was analyzed using *in vitro* co-culture experiments. CD25 and CD44 expressions, which are generally related to T cell activation, were analyzed. A higher level of CD25 was detected in both CD4^+^ and CD8^+^ T cells co-cultured with MA9 or MA9/FE LAMs, than those co-cultured with their respective control macrophages. However, CD25 expression level decreased in CD4^+^ and CD8^+^ T cells co-cultured with MA9/FE LAMs, when compared with that with MA9 LAMs (**Figures 5B–E**). Furthermore, a higher level of CD44 was detected in CD4^+^ T cells co-cultured with MA9 or MA9/FE LAMs, than those co-cultured with their control macrophages. However, CD44 expression level decreased in CD4^+^ and CD8^+^ T cells co-cultured with MA9/FE LAMs, when compared with that with MA9 LAMs (**Figures 5F–I**). These results suggest that iron overload induces the inhibition of LAMs-mediated T cell activation.

**Figure 5:**
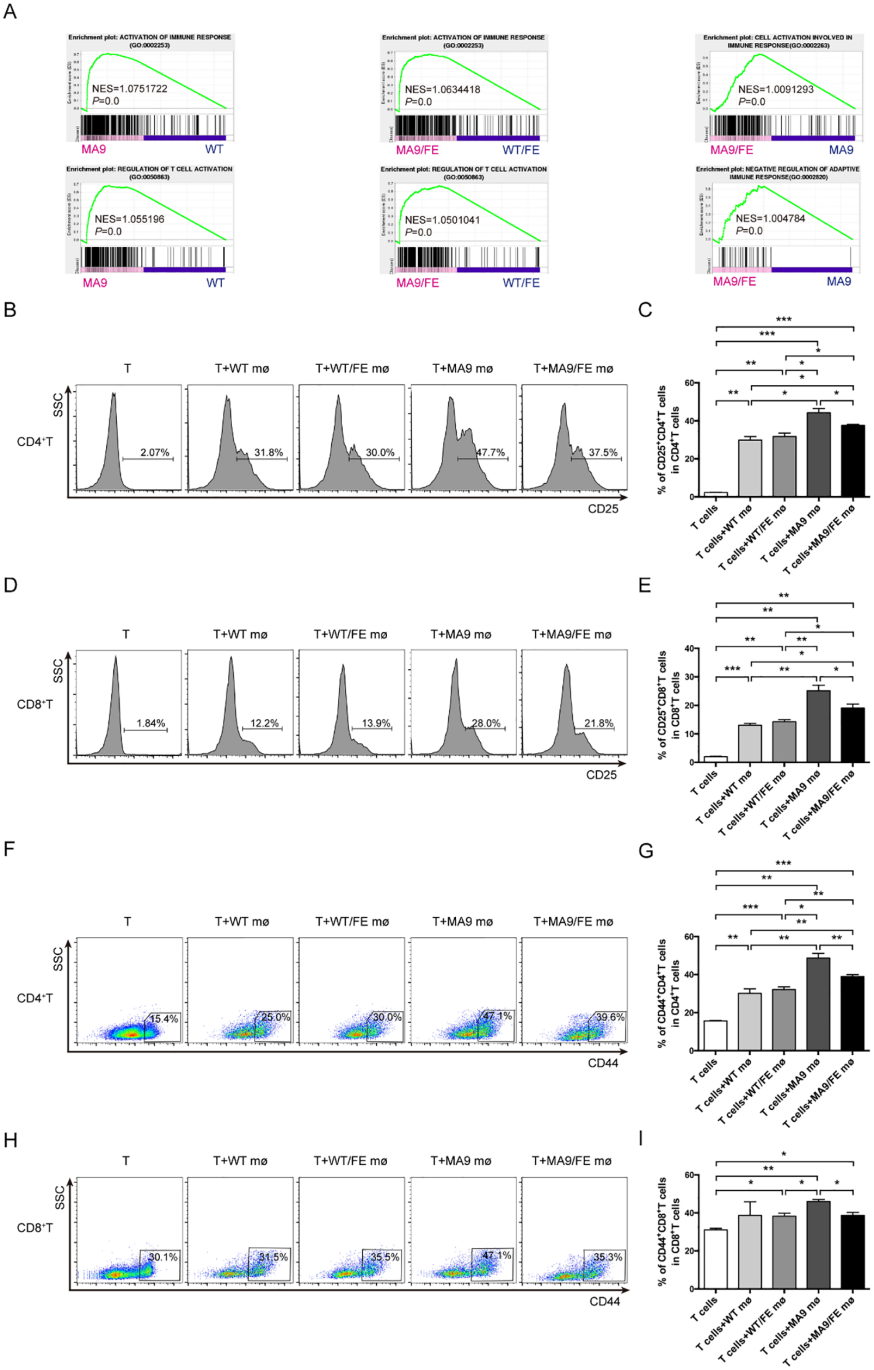
Iron overload promotes LAMs-mediated T cell activation inhibition. **(A)** GSEA shows the enrichment of genes in annotations between MA9/FE LAMs and WT/FE macrophages or MA9 LAMs. **(B-I)** Freshly sorted T cells from the spleen of WT mice were cocultured with macrophages from the BM of WT, WT/FE, MA9 or MA9/FE mice in 48-well plates for 48 hrs (n=5). T cells cultured without macrophages were set as the blank group. Typical FACS results **(B)** and the expression of CD25 in CD4^+^ T cells **(C)** are shown. Typical FACS results **(D)** and the expression of CD25 in CD8^+^ T cells **(E)** are shown. Typical FACS results **(F)** and the expression of CD44 in CD4^+^ T cells **(G)** are shown. Typical FACS results **(H)** and the expression of CD44 in CD8^+^ T cells **(I)** are shown. The results are from three independent experiments. Unpaired Student’s t test; *p < 0.05; **p < 0.01; ***p < 0.001.

### Iron overload promotes LAMs to acquire tolerogenic phenotypes that may contribute to T cell exhaustion

To further evaluate the potential mechanism of LAMs-induced immune dysfunction in iron-overload leukemic microenvironment, the expression of immune checkpoints on LAMs was detected. No difference was observed in the expression levels of PD-L1, CD200 and Galectin9, the immune checkpoint ligands, between MA9 LAMs and their control macrophages. However, MA9/FE LAMs expressed higher levels of these molecules than those on control macrophages or MA9 LAMs (**Figures 6A–F**).

**Figure 6:**
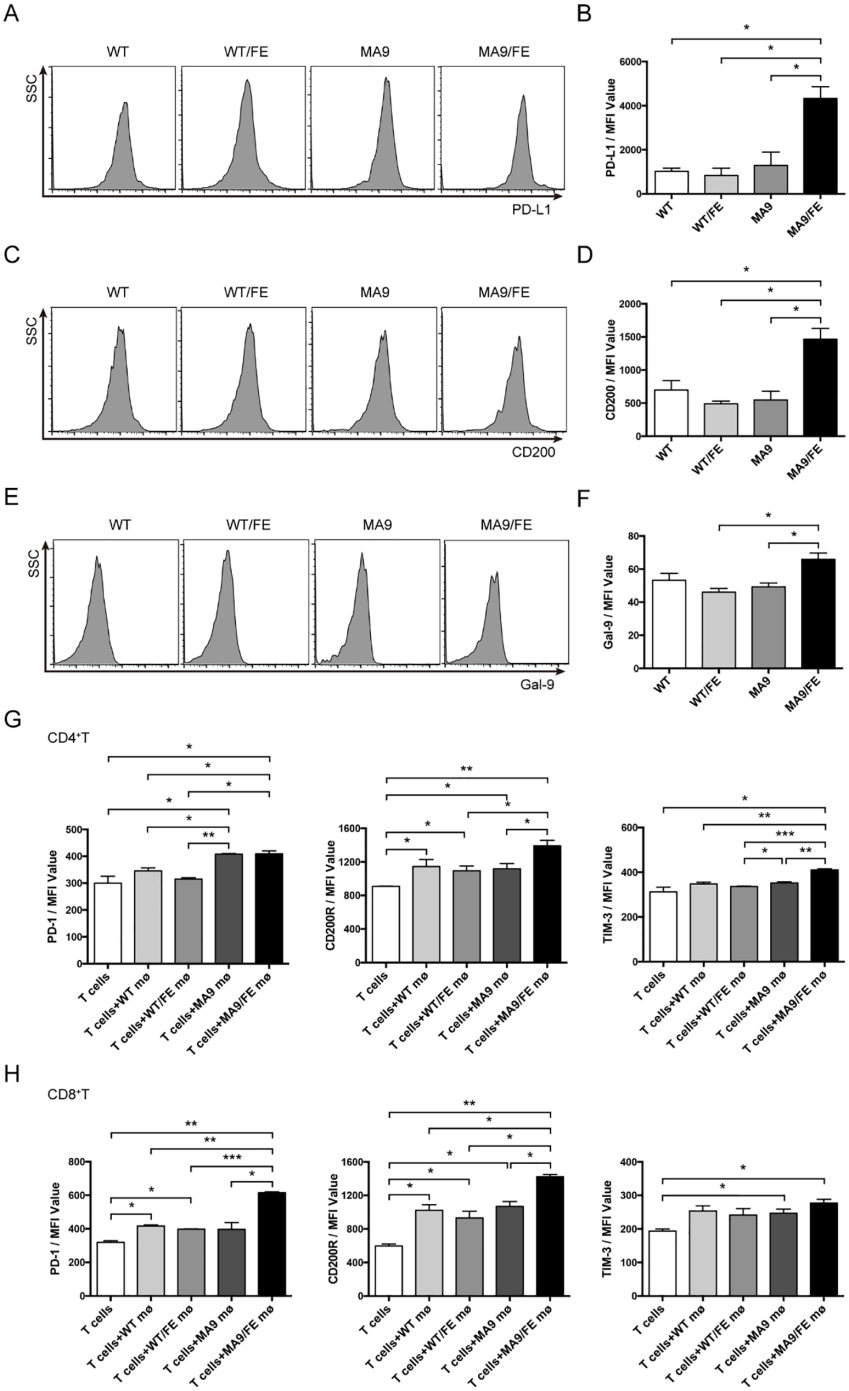
Iron overload promotes LAMs-mediated T cell exhaustion. Macrophages from the BM of WT, WT/FE, MA9 or MA9/FE mice were sorted, and the expression of immune checkpoint genes was analyzed. Typical FACS results **(A)** and the expression of PD-L1 in BM macrophages in MFI **(B)** are shown. Typical FACS results **(C)** and the expression of CD200 in BM macrophages in MFI **(D)** are shown. Typical FACS results **(E)** and the expression of Gal-9 in BM macrophages in MFI **(F)** are shown. **(G, H)** Freshly sorted T cells from the spleen of WT mice were cocultured with macrophages from the BM of WT, WT/FE, MA9 or MA9/FE mice in 48-well plates for 48 hrs (n=5). T cells cultured without macrophages were set as the blank group. The expressions of PD-1, CD200R and TIM-3 in CD4^+^ **(G)** or CD8^+^ **(H)** T cells were detected by FACS and are shown in MFI. The results are from three independent experiments. Unpaired Student’s t test; *p < 0.05; **p < 0.01; ***p < 0.001.

Next, the expression levels of PD-1, CD200R and Tim3, the immune checkpoint receptors, on T cells after *in vitro* co-cultured with macrophages were detected. CD4^+^ T cells co-cultured with MA9 or MA9/FE LAMs expressed higher level of PD-1 than those co-cultured with control macrophages. CD4^+^ T cells co-cultured with MA9/FE LAMs expressed higher levels of CD200R and Tim3 than those co-cultured with control macrophages. Furthermore, CD4^+^ T cells co-cultured with MA9/FE LAMs had higher expression levels of CD200R and Tim3 than those co-cultured with MA9 LAMs (**Figure 6G**, **Supplementary Figures S5A–C**). CD8^+^ T cells co-cultured with MA9/FE LAMs expressed higher levels of PD-1 and CD200R than those co-cultured with control macrophages. Additionally, CD8^+^ T cells co-cultured with MA9/FE LAMs had higher expression levels of PD-1 and CD200R than those co-cultured with MA9 LAMs (**Figure 6H**, **Supplementary Figures S5D–F**). These results suggest that iron overload promotes LAMs acquisition of tolerogenic phenotypes that may contribute to T cell exhaustion.

### Iron overload accelerates AML progression and depletion of LAMs hinders AML progression

Given the suppressive phagocytic function of LAMs and LAM-induced immune dysfunction in response to iron overload, we investigated whether *in vivo* LAM depletion alters the effects of iron overload on AML progression (**Figure 7A**). MA9/FE mice had a significantly shorter survival time than MA9 mice. Although it could not prolong the survival of either MA9 or MA9/FE mice (**Figure 7B**), LAM depletion by liposomal clodronate significantly decreased PB leukemia cell levels in both MA9 and MA9/FE mice on day 26 (**Figure 7C**). Tissue sections from leukemic mice were subjected to H&E staining showing that leukemia cell-infiltrating areas in tissues, including the BM, liver, and spleen, were significantly larger in MA9/FE mice than those in MA9 mice (**Figure 7D**). The infiltration of leukemia cells in the pulmonary veins was more severe in MA9/FE mice than that in MA9 mice. Additionally, a massive aggregation of leukemia cells was detected in the renal pelvis in MA9/FE mice. However, the depletion of LAMs decreased the infiltration of leukemia cells in tissues, including the BM, liver, spleen, lung and kidneys, in both MA9 and MA9/FE mice. Collectively, these findings indicate that iron overload shortens the survival time of AML mice, whereas the depletion of LAMs in iron-overload microenvironment hinders AML development.

**Figure 7:**
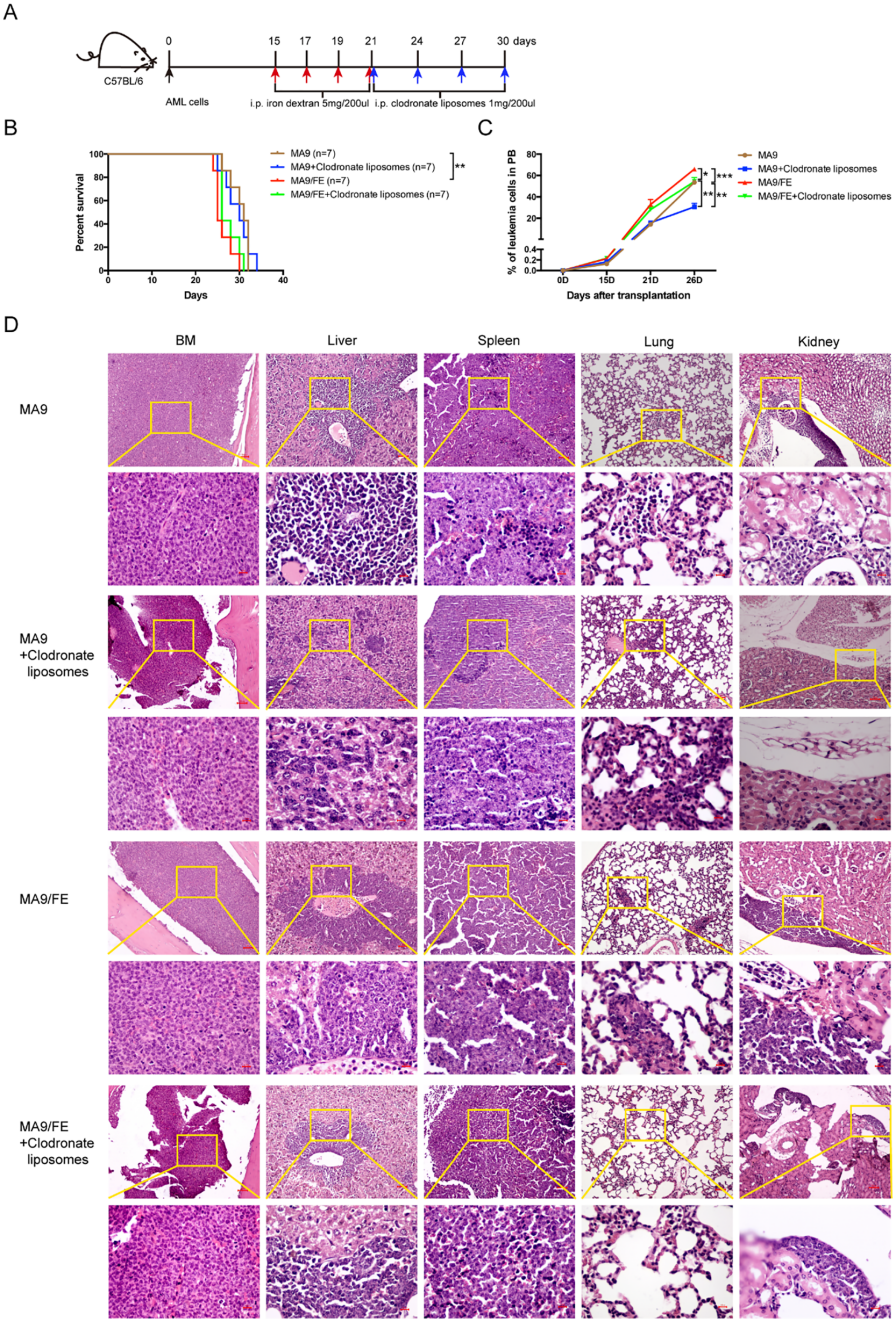
Depletion of LAMs hinders iron overload caused acceleration of AML progression. **(A)** Schematic of the experiment design is shown. **(B)** The mouse survival time was recorded, and Kaplan–Meier analysis was performed (n = 7). **(C)** PB leukemia cells were monitored at the indicated time points during the progression of leukemia. **(D)** Typical H&E-stained sections of BM, liver, spleen, lung, and kidney are shown. Scale bars (100 μm or 50 μm) are indicated. The results are from three independent experiments. Unpaired Student’s t test; *p < 0.05; **p < 0.01; ***p < 0.001.

## Discussion

In hematological malignancies, although iron overload in AML is not as common as in MDS, systemic iron overload is still a big clinical challenge as the results of ineffective hematopoiesis and disease-specific therapies. The increased iron level correlates with a poorer overall survival rate, a higher incidence of relapse and a suppressed autologous stem cell mobilization in AML patients (11, 12, 40). Nevertheless, the pathological significance of iron overload in AML has not received sufficient attention, and its pathological roles and mechanisms have not been elucidated. So, it is necessary to explore. The hematopoietic ecosystem comprises all cellular and non-cellular component of the hematopoietic system (41). Iron overload modifies the hematopoietic ecosystem to exert influence on normal or disease hematopoiesis. We previously dissected the direct effects of iron overload on leukemia cells (14). Here, we try to understand the indirect effects of iron overload on leukemia progression, *i.e.* the changes in other components of the hematopoietic ecosystem, specifically HSCs and LAMs. The results will give deeper understanding of the pathologic mechanisms of iron overload in leukemia.

HSCs not only maintain the decreased production of normal blood cells in leukemia, but also determine the effective recovery from the disease. Evidence has shown the progressively suppressed function of normal HSPCs in the impaired normal hematopoietic niche during leukemogenesis (17, 18, 28, 29). Furthermore, an intricate interplay between iron and HSCs has been revealed for HSC maintenance and fate decision (21, 22, 24, 42, 43). Both iron overload and iron deficiency disrupt HSC homeostasis, highlighting the delicate balance required for optimal hematopoietic function. Here, we report that iron overload did not further impact HSC maintenance in AML, which was distinct from those iron-induced changes in HSCs under steady state and stress conditions (21, 42, 43). This difference may due to the complexity of the disease-specific microenvironment. However, iron overload promoted the colony-forming capacity and further skewed myeloid differentiation of HSCs in AML. The myeloid-biased differentiation is one of the characteristics of senescent HSC (44, 45). HSC senescence affects the progression of leukemia, and is considered as a main factor resulting in the high incidence of AML in the elderly, which has important clinical implications. Intrinsic and extrinsic factors have been implicated in driving HSC senescence, such as DNA damage and mitochondrial damage, *etc.* (46, 47), which are also regulated by iron (48). Thus, iron overload may be involved in HSC senescence and play adverse roles in leukemia progression.

Different immune cells form the immunomicroenvironment in the hematopoietic ecosystem. They play sophisticated roles in leukemia (25, 28, 29, 49). Among them, macrophages attract much attention (50, 51). Although the M1 (classically activated macrophage) and M2 (alternatively activated macrophage) binary classification of macrophage activation phenotypes is well accepted (52), macrophage activation is more complex as they are signal-dependently activated into a continuum of states between the two extremes (31, 32). We previously found LAMs were educated by the leukemic microenvironment to exhibit unique phenotypes and functions (30–32). Recent studies suggested that iron metabolism was involved in regulating macrophage polarization (53), and induced tremendous plasticity of either M1- or M2- like phenotype under distinct conditions (33–38). These seemingly contradictory results highlight a context- dependent macrophage polarization. Here, we established a connection between iron metabolism and macrophage in AML. Iron overload correlates with increased M2 macrophages, which further correlate with a poor prognosis in iron overloaded AML patients. As the major iron storage protein, ferritin consists of the heavy and light chains, encoded by FTH1 and FTL genes. Using the expression level of FTH1 and FTL to reflect iron overload is not a specific indicator for iron overload in leukemia and has limitation. However, due to convenient sample collection and relatively low testing cost, ferritin is still considered as the preferred method for diagnosing iron overload in clinical practice. Dynamic monitoring the serum ferritin level in a cohort can more accurately determine iron overload status and give more solid conclusion. Nevertheless, analysis of transcriptional levels of FTH1 and FTL genes from public databases can also give clues for the correlation between macrophage activation and prognosis in iron overloaded AML patients. Using CD68 and CD163 to define macrophages and M2 macrophages in human is simple but has obvious limitations. Despite the fact that M2 macrophages have great heterogeneity and there is no well-accepted transcriptional profile to define M2 macrophages, using multiple genes or even whole genome transcriptional profile will improve the performance. The approaches like CIBERSORT-based immune de-convolution may give better results. However, due to the simplicity and convenience during the detection process at any time, using a typical marker to define macrophages is still a well-adopted method in the literature. Furthermore, we demonstrated a phenotypic shift, i.e. iron overload educated LAMs to exhibit more M2 characteristics. It’s well accepted that M1 or M1-like macrophages have anti-tumoral functions while M2 or M2-like macrophages are pro-tumoral (54). Therefore, overloaded iron may further educate LAMs to have more pro-leukemic effects.

Phagocytosis is an important functional characteristic of macrophages. It’s an effective strategy in cancer immunotherapy to potentiate macrophages for phagocytosis. We observed that iron overload decreased the phagocytic potential of LAMs, suggesting a decreased anti-leukemic effect. CD47/SIRPα axis is a major pathway in repressing the phagocytic function of macrophages (55, 56). CD47 was upregulated in iron-overload AML cells, which was consistent with the results in hMRP8bcr/abl × hMRP8bcl2 leukemic cells (57). By contrast, no difference was detected in the expression of SIRPα between MA9 and MA9/FE LAMs. Therefore, iron overload further inhibited the phagocytosis of LAMs against leukemia cells. These events may at least partly account for the accelerated AML progression mediated by iron overload.

Macrophages are an essential regulator of the intricate immune regulatory network in disease microenvironments. AML associated immune dysfunction is also mediated by T cells with impaired phenotypes (58–61), which is considered to be directly induced by malignant cells. However, we previously suggested the crosstalk between LAMs and T cells, and proved that LAMs directly regulated T cell activation (31). Here, we further demonstrated that iron overload promoted LAMs-mediated immunosuppression on T cells in several ways. On the one hand, the decreased CXCL11 level, a potent chemoattractant for T cells acting (62), expressed by LAMs in iron-overload mice, may contribute to fewer effector T cells in AML. On the other hand, iron overload induced the skewing of LAMs toward a tolerogenic phenotype with aberrant immune checkpoint expressions, which may contribute to T cell exhaustion leading to immune escape and progression acceleration in AML. Hence, due to the defective phenotype and suppressed functions of LAMs caused by iron overload, we postulated that LAM depletion might decrease the effects of iron overload on AML. Successfully, LAM depletion by liposomal clodronate attenuated iron overload-mediated acceleration of AML progression. In line with this result, macrophage depletion also delayed chronic lymphocytic leukemia development (63). Hence, our data emphasize that *in vivo* manipulation of macrophages has a pronounced impact on iron overloaded AML progression and suggest that AML should be an excellent candidate for cancer immunotherapy.

Taken together, we demonstrate that iron overload has a significant impact on normal HSCs and LAMs in the leukemic hematopoietic ecosystem, which contribute to the adverse roles of iron overload in AML progression. Therefore, we identify that the overloaded iron is a vital factor driving remodeling the BM microenvironment in AML. These findings provide new insights into the pathophysiologic mechanisms of iron overload in AML and broaden the knowledge of multifaceted roles of iron overload in malignancies.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## References

[1] MöllerHEBossoniLConnorJRCrichtonRRDoesMDWardRJ. Iron, myelin, and the brain: neuroimaging meets neurobiology. Trends Neurosci. (2019) 42:384–401. doi: 10.1016/j.tins.2019.03.009, PMID: 31047721

[2] GaoHJinZBandyopadhyayGWangGZhangDRochaKCE. Aberrant iron distribution via hepatocyte-stellate cell axis drives liver lipogenesis and fibrosis. Cell Metab. (2022) 34:1201–1213. doi: 10.1016/j.cmet.2022.07.006, PMID: 35921818 PMC9365100

[3] RheeJ-WYiHThomasDLamCKBelbachirNTianL. Modeling secondary iron overload cardiomyopathy with human induced pluripotent stem cell-derived cardiomyocytes. Cell Rep. (2020) 32:107886. doi: 10.1016/j.celrep.2020.107886, PMID: 32668256 PMC7553857

[4] RoemhildKvon MaltzahnFWeiskirchenRKnüchelRvon StillfriedSLammersT. Iron metabolism: pathophysiology and pharmacology. Trends Pharmacol Sci. (2021) 42:640–56. doi: 10.1016/j.tips.2021.05.001, PMID: 34090703 PMC7611894

[5] KoleiniNShapiroJSGeierJArdehaliH. Ironing out mechanisms of iron homeostasis and disorders of iron deficiency. J Clin Invest. (2021) 131:e148671. doi: 10.1172/JCI148671, PMID: 34060484 PMC8159681

[6] FrankeG-NKubaschASCrossMVucinicVPlatzbeckerU. Iron overload and its impact on outcome of patients with hematological diseases. Mol aspects Med. (2020) 75:100868. doi: 10.1016/j.mam.2020.100868, PMID: 32620237

[7] DöhnerHWeisdorfDJBloomfieldCD. Acute myeloid leukemia. New Engl J Med. (2015) 373:1136–52. doi: 10.1056/NEJMra1406184, PMID: 26376137

[8] NewellLFCookRJ. Advances in acute myeloid leukemia. BMJ. (2021) 375:n2026. doi: 10.1136/bmj.n2026, PMID: 34615640

[9] AifantisIRaetzEBuonamiciS. Molecular pathogenesis of T-cell leukaemia and lymphoma. Nat Rev Immunol. (2008) 8:380–90. doi: 10.1038/nri2304, PMID: 18421304

[10] LyonsRMMarekBJPaleyCEspositoJMcNamaraKRichardsPD. Relation between chelation and clinical outcomes in lower-risk patients with myelodysplastic syndromes: Registry analysis at 5 years. Leukemia Res. (2017) 56:88–95. doi: 10.1016/j.leukres.2017.01.033, PMID: 28242540

[11] WermkeMEckoldtJGötzeKSKleinSABugGde WreedeLC. Enhanced labile plasma iron and outcome in acute myeloid leukaemia and myelodysplastic syndrome after allogeneic haemopoietic cell transplantation (ALLIVE): a prospective, multicentre, observational trial. Lancet Haematol. (2018) 5:e201–e10. doi: 10.1016/S2352-3026(18)30036-X, PMID: 29628397

[12] BertoliSPaubelleEBérardESalandEThomasXTavitianS. Ferritin heavy/light chain (FTH1/FTL) expression, serum ferritin levels, and their functional as well as prognostic roles in acute myeloid leukemia. Eur J Haematol. (2019) 102:131–42. doi: 10.1111/ejh.13183, PMID: 30325535

[13] AlvaLCBacherUSeipelKMansouri TaleghaniBMuellerBUNovakU. Iron overload is correlated with impaired autologous stem cell mobilization and survival in acute myeloid leukemia. Transfusion. (2018) 58:2365–73. doi: 10.1111/trf.14895, PMID: 30203418

[14] YangFCuiXWangHZhangDLuoSLiY. Iron overload promotes the progression of MLL-AF9 induced acute myeloid leukemia by upregulation of FOS. Cancer letters. (2024) 583:216652. doi: 10.1016/j.canlet.2024.216652, PMID: 38242196

[15] JoshiSKNechiporukTBottomlyDPiehowskiPDReiszJAPittsenbargerJ. The AML microenvironment catalyzes a stepwise evolution to gilteritinib resistance. Cancer Cell. (2021) 39:999–1014. doi: 10.1016/j.ccell.2021.06.003, PMID: 34171263 PMC8686208

[16] DuarteDHawkinsEDLo CelsoC. The interplay of leukemia cells and the bone marrow microenvironment. Blood. (2018) 131:1507–11. doi: 10.1182/blood-2017-12-784132, PMID: 29487069

[17] ChengHHaoSLiuYPangYMaSDongF. Leukemic marrow infiltration reveals a novel role for Egr3 as a potent inhibitor of normal hematopoietic stem cell proliferation. Blood. (2015) 126:1302–13. doi: 10.1182/blood-2015-01-623645, PMID: 26186938 PMC4574014

[18] HuXShenHTianCYuHZhengGXuFengR. Kinetics of normal hematopoietic stem and progenitor cells in a Notch1-induced leukemia model. Blood. (2009) 114:3783–92. doi: 10.1182/blood-2009-06-227843, PMID: 19652197 PMC2773494

[19] VagoLGojoI. Immune escape and immunotherapy of acute myeloid leukemia. J Clin Invest. (2020) 130:1552–64. doi: 10.1172/JCI129204, PMID: 32235097 PMC7108895

[20] TangXWangZWangJCuiSXuRWangY. Functions and regulatory mechanisms of resting hematopoietic stem cells: a promising targeted therapeutic strategy. Stem Cell Res Ther. (2023) 14:73. doi: 10.1186/s13287-023-03316-5, PMID: 37038215 PMC10088186

[21] ZhangDGaoXLiHBorgerDKWeiQYangE. The microbiota regulates hematopoietic stem cell fate decisions by controlling iron availability in bone marrow. Cell Stem Cell. (2022) 29:232–247. doi: 10.1016/j.stem.2021.12.009, PMID: 35065706 PMC8818037

[22] WangSHeXWuQJiangLChenLYuY. Transferrin receptor 1-mediated iron uptake plays an essential role in hematopoiesis. Haematologica. (2020) 105:2071–82. doi: 10.3324/haematol.2019.224899, PMID: 31601687 PMC7395265

[23] TalkhonchehMSBaudetAEkFSubramaniamAKaoY-RMiharadaN. Ciclopirox ethanolamine preserves the immature state of human HSCs by mediating intracellular iron content. Blood Adv. (2023) 7:7407–17. doi: 10.1182/bloodadvances.2023009844, PMID: 37487020 PMC10758717

[24] YiWZhangJHuangYZhanQZouMChengX. Ferritin-mediated mitochondrial iron homeostasis is essential for the survival of hematopoietic stem cells and leukemic stem cells. Leukemia. (2024) 38:1003–18. doi: 10.1038/s41375-024-02169-y, PMID: 38402368

[25] HuTChengBMatsunagaAZhangTLuXFangH. Single-cell analysis defines highly specific leukemia-induced neutrophils and links MMP8 expression to recruitment of tumor associated neutrophils during FGFR1 driven leukemogenesis. Exp Hematol Oncol. (2024) 13:49. doi: 10.1186/s40164-024-00514-6, PMID: 38730491 PMC11084112

[26] LiWWangFGuoRBianZSongY. Targeting macrophages in hematological Malignancies: recent advances and future directions. J Hematol Oncol. (2022) 15:110. doi: 10.1186/s13045-022-01328-x, PMID: 35978372 PMC9387027

[27] CrinierADumasP-YEscalièreBPiperoglouCGilLVillacrecesA. Single-cell profiling reveals the trajectories of natural killer cell differentiation in bone marrow and a stress signature induced by acute myeloid leukemia. Cell Mol Immunol. (2021) 18:1290–304. doi: 10.1038/s41423-020-00574-8, PMID: 33239726 PMC8093261

[28] YangFWangRFengWChenCYangXWangL. Characteristics of NK cells from leukemic microenvironment in MLL-AF9 induced acute myeloid leukemia. Mol Immunol. (2018) 93:68–78. doi: 10.1016/j.molimm.2017.11.003, PMID: 29154208

[29] WangRFengWWangHWangLYangXYangF. Blocking migration of regulatory T cells to leukemic hematopoietic microenvironment delays disease progression in mouse leukemia model. Cancer letters. (2020) 469:151–61. doi: 10.1016/j.canlet.2019.10.032, PMID: 31669202

[30] ChenS-YYangXFengW-LLiaoJ-FWangL-NFengL. Organ-specific microenvironment modifies diverse functional and phenotypic characteristics of leukemia-associated macrophages in mouse T cell acute lymphoblastic leukemia. J Immunol (Baltimore Md: 1950). (2015) 194:2919–29. doi: 10.4049/jimmunol.1400451, PMID: 25662994

[31] YangXFengWWangRYangFWangLChenS. Repolarizing heterogeneous leukemia-associated macrophages with more M1 characteristics eliminates their pro-leukemic effects. Oncoimmunology. (2018) 7:e1412910. doi: 10.1080/2162402X.2017.1412910, PMID: 29632729 PMC5889280

[32] YangFFengWWangHWangLLiuXWangR. Monocyte-derived leukemia-associated macrophages facilitate extramedullary distribution of T-cell acute lymphoblastic leukemia cells. Cancer Res. (2020) 80:3677–91. doi: 10.1158/0008-5472.CAN-20-0034, PMID: 32651260

[33] JaisAEinwallnerESharifOGossensKLuTTSoyalSM. Heme oxygenase-1 drives metaflammation and insulin resistance in mouse and man. Cell. (2014) 158:25–40. doi: 10.1016/j.cell.2014.04.043, PMID: 24995976 PMC5749244

[34] HandaPThomasSMorgan-StevensonVMalikenBDGochanourEBoukharS. Iron alters macrophage polarization status and leads to steatohepatitis and fibrogenesis. J leukocyte Biol. (2019) 105:1015–26. doi: 10.1002/JLB.3A0318-108R, PMID: 30835899

[35] JoffinNGliniakCMFunckeJ-BPaschoalVACreweCChenS. Adipose tissue macrophages exert systemic metabolic control by manipulating local iron concentrations. Nat Metab. (2022) 4:1474–94. doi: 10.1038/s42255-022-00664-z, PMID: 36329217 PMC11750126

[36] KaoJ-KWangS-CHoL-WHuangS-WLeeC-HLeeM-S. M2-like polarization of THP-1 monocyte-derived macrophages under chronic iron overload. Ann hematol. (2020) 99:431–41. doi: 10.1007/s00277-020-03916-8, PMID: 32006153

[37] SunJ-LZhangN-PXuR-CZhangG-CLiuZ-YAbuduwailiW. Tumor cell-imposed iron restriction drives immunosuppressive polarization of tumor-associated macrophages. J Transl Med. (2021) 19:347. doi: 10.1186/s12967-021-03034-7, PMID: 34389031 PMC8361643

[38] WilkinsonHNRobertsERStaffordARBanyardKLMatteucciPMaceKA. Tissue iron promotes wound repair via M2 macrophage polarization and the chemokine (C-C motif) ligands 17 and 22. Am J pathology. (2019) 189:2196–208. doi: 10.1016/j.ajpath.2019.07.015, PMID: 31465751 PMC12179499

[39] ZhangDCuiXLiYWangRWangHDaiY. Sox13 and M2-like leukemia-associated macrophages contribute to endogenous IL-34 caused accelerated progression of acute myeloid leukemia. Cell Death Dis. (2023) 14:308. doi: 10.1038/s41419-023-05822-z, PMID: 37149693 PMC10164149

[40] WeberSParmonAKurrleNSchnütgenFServeH. The clinical significance of iron overload and iron metabolism in myelodysplastic syndrome and acute myeloid leukemia. Front Immunol. (2020) 11:627662. doi: 10.3389/fimmu.2020.627662, PMID: 33679722 PMC7933218

[41] ChengH. Deciphering the hematopoietic cell ecosystem. Blood Sci. (2024) 6:e00211. doi: 10.1097/BS9.0000000000000211, PMID: 39620203 PMC11608643

[42] TanakaHEspinozaJLFujiwaraRRaiSMoritaYAshidaT. Excessive reactive iron impairs hematopoiesis by affecting both immature hematopoietic cells and stromal cells. Cells. (2019) 8:226. doi: 10.3390/cells8030226, PMID: 30857202 PMC6468739

[43] LuWZhaoMRajbhandarySXieFChaiXMuJ. Free iron catalyzes oxidative damage to hematopoietic cells/mesenchymal stem cells *in vitro* and suppresses hematopoiesis in iron overload patients. Eur J Haematol. (2013) 91:249–61. doi: 10.1111/ejh.12159, PMID: 23772810

[44] ZengXLiXLiXWeiCShiCHuK. Fecal microbiota transplantation from young mice rejuvenates aged hematopoietic stem cells by suppressing inflammation. Blood. (2023) 141:1691–707. doi: 10.1182/blood.2022017514, PMID: 36638348 PMC10646769

[45] AbdelfattahAHughes-DaviesAClayfieldLMenendez-GonzalezJBAlmotiriAAlotaibiB. Gata2 haploinsufficiency promotes proliferation and functional decline of hematopoietic stem cells with myeloid bias during aging. Blood Adv. (2021) 5:4285–90. doi: 10.1182/bloodadvances.2021004726, PMID: 34496012 PMC8945642

[46] WuLLinQChatlaSAmarachinthaSWilsonAFAtaleN. LepR+ niche cell-derived AREG compromises hematopoietic stem cell maintenance under conditions of DNA repair deficiency and aging. Blood. (2023) 142:1529–42. doi: 10.1182/blood.2022018212, PMID: 37584437 PMC10656728

[47] MansellESigurdssonVDeltchevaEBrownJJamesCMiharadaK. Mitochondrial potentiation ameliorates age-related heterogeneity in hematopoietic stem cell function. Cell Stem Cell. (2021) 28:241–256. doi: 10.1016/j.stem.2020.09.018, PMID: 33086034

[48] ZhangQChenCZouXWuWDiYLiN. Iron promotes ovarian cancer Malignancy and advances platinum resistance by enhancing DNA repair via FTH1/FTL/POLQ/RAD51 axis. Cell Death Dis. (2024) 15:329. doi: 10.1038/s41419-024-06688-5, PMID: 38740757 PMC11091064

[49] MooreJAMistryJJHellmichCHortonRHWojtowiczEEJibrilA. LC3-associated phagocytosis in bone marrow macrophages suppresses acute myeloid leukemia progression through STING activation. J Clin Invest. (2022) 132:e153157. doi: 10.1172/JCI153157, PMID: 34990402 PMC8884913

[50] ZhangXLiSMalikIDoMHJiLChouC. Reprogramming tumour-associated macrophages to outcompete cancer cells. Nature. (2023) 619:616–23. doi: 10.1038/s41586-023-06256-5, PMID: 37380769 PMC10719927

[51] XiaYRaoLYaoHWangZNingPChenX. Engineering macrophages for cancer immunotherapy and drug delivery. Adv Mater. (2020) 32:e2002054. doi: 10.1002/adma.202002054, PMID: 32856350

[52] Van OvermeireELaouiDKeirsseJVan GinderachterJASarukhanA. Mechanisms driving macrophage diversity and specialization in distinct tumor microenvironments and parallelisms with other tissues. Front Immunol. (2014) 5:127. doi: 10.3389/fimmu.2014.00127, PMID: 24723924 PMC3972476

[53] SoaresMPHamzaI. Macrophages and iron metabolism. Immunity. (2016) 44:492–504. doi: 10.1016/j.immuni.2016.02.016, PMID: 26982356 PMC4794998

[54] WangJMiSDingMLiXYuanS. Metabolism and polarization regulation of macrophages in the tumor microenvironment. Cancer letters. (2022) 543:215766. doi: 10.1016/j.canlet.2022.215766, PMID: 35690285

[55] MorrisseyMAKernNValeRD. CD47 ligation repositions the inhibitory receptor SIRPA to suppress integrin activation and phagocytosis. Immunity. (2020) 53:290–302. doi: 10.1016/j.immuni.2020.07.008, PMID: 32768386 PMC7453839

[56] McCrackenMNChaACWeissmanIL. Molecular pathways: activating T cells after cancer cell phagocytosis from blockade of CD47 “Don’t eat me” Signals. Clin Cancer Res. (2015) 21:3597–601. doi: 10.1158/1078-0432.CCR-14-2520, PMID: 26116271 PMC4621226

[57] JaiswalSJamiesonCHMPangWWParkCYChaoMPMajetiR. CD47 is upregulated on circulating hematopoietic stem cells and leukemia cells to avoid phagocytosis. Cell. (2009) 138:271–85. doi: 10.1016/j.cell.2009.05.046, PMID: 19632178 PMC2775564

[58] KasakovskiDXuLLiY. T cell senescence and CAR-T cell exhaustion in hematological Malignancies. J Hematol Oncol. (2018) 11:91. doi: 10.1186/s13045-018-0629-x, PMID: 29973238 PMC6032767

[59] LiuLChengXYangHLianSJiangYLiangJ. BCL-2 expression promotes immunosuppression in chronic lymphocytic leukemia by enhancing regulatory T cell differentiation and cytotoxic T cell exhaustion. Mol Cancer. (2022) 21:59. doi: 10.1186/s12943-022-01516-w, PMID: 35193595 PMC8862474

[60] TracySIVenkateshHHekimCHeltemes-HarrisLMKnutsonTPBachanovaV. Combining nilotinib and PD-L1 blockade reverses CD4+ T-cell dysfunction and prevents relapse in acute B-cell leukemia. Blood. (2022) 140:335–48. doi: 10.1182/blood.2021015341, PMID: 35275990 PMC9335501

[61] ZhouY-JLiGWangJLiuMWangZSongY. PD-L1: expression regulation. Blood Sci. (2023) 5:77–91. doi: 10.1097/BS9.0000000000000149, PMID: 37228770 PMC10205351

[62] de MassonADarbordDDobosGBoissonMRoelensMRam-WolffC. Macrophage-derived CXCL9 and CXCL11, T-cell skin homing, and disease control in mogamulizumab-treated CTCL patients. Blood. (2022) 139:1820–32. doi: 10.1182/blood.2021013341, PMID: 34905599

[63] HannaBSMcClanahanFYazdanparastHZaborskyNKalterVRößnerPM. Depletion of CLL-associated patrolling monocytes and macrophages controls disease development and repairs immune dysfunction *in vivo* . Leukemia. (2016) 30:570–9. doi: 10.1038/leu.2015.305, PMID: 26522085

# Supplementary material for: Iron overload promotes myeloid differentiation of normal hematopoietic stem cells and educates macrophage mediated immunosuppression in acute myeloid leukemia
**Source:** Front Immunol. 2025 Aug 13;16:1626888. doi: 10.3389/fimmu.2025.1626888
**Supplement:** Supplementary file 6

**Supplementary Table 1. Website to download detailed characteristics of leukemia patients from the public database.**

| **Database** | **Website** | **Patient Characteristics Provided** |
| --- | --- | --- |
| TCGA | https://portal.gdc.cancer.gov/repository?f  acetTab=cases&filters=%7B%22op%22 %3A%22and%22%2C%22content%22% 3A%5B%7B%22op%22%3A%22in%22 %2C%22content%22%3A%7B%22field %22%3A%22cases.primary_site%22%2 C%22value%22%3A%5B%22hematopoi etic%20and%20reticuloendothelial%20s ystems%22%5D%7D%7D%5D%7D&se archTableTab=cases | Gender, age, race, bone marrow blast percentage, PB blast percentage, WBC, AML in skin percentage, subclones, cytogenetics, genomic rearrangement, cytogenetic code, histological subtype, risk (Cyto), risk (Molecular), structural variants from WGS, DFS months, DFS status, OS months, OS status, induction, type of transplant (sib Allo, MUD, Auto, etc) , dark zone stat at transplant, disease type, cancer type detailed |

# Supplementary material for: Iron overload promotes myeloid differentiation of normal hematopoietic stem cells and educates macrophage mediated immunosuppression in acute myeloid leukemia
**Source:** Front Immunol. 2025 Aug 13;16:1626888. doi: 10.3389/fimmu.2025.1626888
**Supplement:** Supplementary file 7

**Supplementary Table 2. Primers used in real-time RT-PCR.**

| **Gene** | **Forward (5’-3’)** | **Reverse (5’-3’)** |
| --- | --- | --- |
| GAPDH | CACTTGAAGGGTGGAGC | GGGCTAAGCAGTTGGTG |
| IL-1β | TGCCACCTTTTGACAGTGAT | TGTCCTCATCCTGGAAGGTC |
| IL-6 | CCGCTATGAAGTTCCTCTCTGC | ATCCTCTGTGAAGTCTCCTCTCC |
| IL-10 | CCAGAGCCACATGCTCCTA | AGGGGAGAAATCGATGACAG |
| IL-12β | ATGTGGAATGGCGTCTCTGTCT | TGGGCGGGTCTGGTTTGA |
| iNOS | CAGCGGAGTGACGGCAAAC | AGACCAGAGGCAGCACATCAA |
| TNF-α | CAACCAGCTCTGGGAATCTG | GGCACCACTAGTTGGTTGTCTTTG |
| MRC1 | CCTGAACAGCAACTTGACCA | GCAATGGCCATAGAAAGGAA |
| MMP9 | TGAGTCCGGCAGACAATCCT | CCCTGGATCTCAGCAATAGCA |
| AGR1 | CAACCAGCTCTGGGAATCTG | AATCGGCCTTTTCTTCCTTC |
| CXCL11 | TGAGTCCGGCAGACAATCCT | CCCTGGATCTCAGCAATAGCA |
| CCL17 | TGCTTCTGGGGACTTTTCTG | AATCGGCCTTTTCTTCCTTC |
| CSF1 | TCACAACCTCATCCTTCTGCG | GACCCAGTTAGTGCCCAGTGA |

How the deposited data were processed for this re-analysis (not part of the article)

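RNA of sorted cells was sequenced in 6 libraries, 1 per condition: macrophages of WT, WT/FE, MA9 and MA9/FE mice, and leukemia cells of MA9 and MA9/FE mice. Conditions were taken from the sample labels and the names of the groups from the paper. The labels give the spleen as the source of the macrophages and the paper gives the BM. This conflict was not settled. The counts of genes and the shares of reads of the deposited libraries are given in the RNA-seq methods, where the paper describes the deposited data, and no values were placed at the paper's results on BM macrophages.

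According to the paper, the libraries were sequenced on an Illumina NovaSeq and analysed by a service provider. The paper's text does not name the aligner, the counting program or the annotation. The authors deposited FPKM for 54532 genes by Ensembl identifier, and 54495 of these have an exon length in the GENCODE M21 annotation of the mouse genome (GRCm38) and 54409 a symbol. Each deposited FPKM multiplied by the exon length was compared with whole multiples of 1 step per library. Between 96.8% and 97.0% of the values above 0 were whole within 0.05 reads, and between 97.6% and 97.8% of those under 1000 reads. Reads are approximate for the rest, so shares of reads use only list members with whole reads. The recovered depth was between 16085348 and 19518356 reads per library. At this depth the counting error of a gene with many reads is small, and the difference between mice, which 1 library per condition cannot give, limits what can be said.

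The design set before the data were examined assumed counts, with a test of counting noise between 2 libraries (adjusted p at or under 0.01 by Benjamini-Hochberg, fold of at least 2) and count models over 4 and 6 libraries. Because the values are FPKM, the main count is instead the number of genes with a fold of at least 2 on the log2(FPKM + 1) scale after TMM scaling (coded by hand) and at least 10 recovered reads in at least one of the pair, without a test. As an added alternative, a test of counting noise was run on the recovered reads. It used a normal approximation of the log ratio in place of the planned exact test. The fits over 4 libraries (an additive model of iron and leukemia) and over 3 pairs (iron with the pair as a block) used limma 3.58.1 on log2(FPKM + 1) for genes with at least 10 reads in at least 2 libraries, with Benjamini-Hochberg adjusted p-values at or under 0.05. The pairing there is by kind of cell, not by animal. A test on the reads of 2 libraries compares those libraries, not the conditions.

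Gene lists are described by the median log2 fold change of their members and by its percentile among 10000 random lists of the same size matched on mean expression in 20 bins. No p-value is given, because genes are not replicates. A list is called outside the random lists below percentile 2.5 or above 97.5. The paper's Gene Ontology sets were not used here, and 25 lists written by hand from the names of genes, together with 10 Reactome pathways, stand in for them. All 35 were computed in all 5 comparisons, 175 pairs of list and comparison. The 50 pairs that are reported one by one were picked after the medians had been seen, so the counts over all 175 are given as well.

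Genes named are those of Supplementary Table S3 and of the real-time PCR panels, the ligands and receptors that the paper names, iron handling and sex genes, and in each comparison the 5 largest rises and the 5 largest falls among genes with at least 100 reads in the higher library and a full symbol. The alternatives were other scalings (total reads, size factors by the median of ratios, TMM without hemoglobin and immunoglobulin genes), other minimum reads (none, 50), BCV of 0.1, 0.2 and 0.4, prior counts of 0.5 and 5, other random lists, leaving out each pair, and the fit without the pair. Added after the data were seen were the reads test in place of the fold, a pseudocount of 0.1 and removal of the trend on exon length.

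The steps were tested on simulated data. Of 200 genes changed among 11853, a fold of 2 recovered 83.0% with pseudocount 1 (0 false calls) and 99.5% with pseudocount 0.1 (2 false calls). The reads test recovered 96.5% with counting noise only, 95.5% at BCV 0.1 and 0.00% at BCV 0.2 and 0.4. All changed genes had the same fold and the simulated reads had counting noise only. The 0.00% therefore shows little power for changes of that size and not for larger ones. limma recovered 99.5% of 200 genes with a log2 change of 2 among 16268 in 4 libraries (34 false calls) and 100% among 17152 in 6 (19 false calls). Of 100 random lists without a shift, 6.00% fell outside the percentiles. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 were used.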

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

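The tests of leukemia cells carried into the sort and of handling before lysis were chosen after the results had been seen, as was the rule that quartiles must lie apart. The removal of the length trend, which the tests of gene length use, was chosen after the data were seen.

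The paper does not report the 2 leukemia cell libraries. Between MA9/FE and MA9 leukemia cells 133 of 15415 genes had a fold of at least 2, 67 higher and 66 lower with iron. Of the 133 genes, 30 were small RNA genes and 16 immunoglobulin genes. The largest rises among genes with at least 100 reads were Gpat2 (log2 fold change 2.502), Tspan8 (2.18), Fosb (1.86), Fos (1.65) and Hist1h2bg (1.64), and the largest falls Serpina3f (-1.97), Serpina3g (-1.90), Xlr (-1.72), Hba-a2 (-1.69) and Tgtp2 (-1.62). With counting noise alone 70 genes passed, 9 genes at a BCV of 0.2 and 1 gene at 0.4. The simulation, with changes of a single size, recovered 0.00% of changed genes at the last 2 settings. These 2 counts therefore do not show how many of the 133 genes a difference between mice would account for. Iron remains an open explanation, untested without replicates.

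Immediate early and stress genes were higher in MA9/FE than in MA9 leukemia cells, again in libraries that the paper does not analyse. All 18 members were higher, with a median log2 fold change of 0.78 (percentile 100 of the random lists). Fos had an FPKM of 94.7 without and 299.8 with iron. The paper cites earlier work of its authors, in which iron overload raised FOS and with it the proliferation of AML cells. In the macrophages the list's medians were 0.01 (percentile 95.4) in WT and 0.21 (percentile 30.5) in MA9 mice. Gene length does not account for the shift, since the median was 0.79 after the trend on exon length, a weak one here (Spearman's rho 0.0596), was removed. Handling of the cells before lysis could raise these genes together, and the rise of 18 of 18 members goes with that as well as with an effect of iron. With 1 library per condition the 2 cannot be told apart.

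Interferon response genes were lower in MA9/FE than in MA9 leukemia cells, with a median log2 fold change of -0.64 (percentile 0) and 0 of 22 members higher. With the 2 members at or under 3 reads in a library set to that limit, and without a pseudocount, the median was -0.97. Only 5 of the 22 members reached an FPKM of 10 in MA9 and 4 in MA9/FE leukemia cells. Removing the trend on exon length left -0.63, which argues against gene length. In the macrophages the median was -0.40 in WT (1 of 22 higher) and -0.01 in MA9 mice (11 of 22 higher). Exposure of single mice and the day of collection were not tested, and iron stays open.

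Neutrophil marker genes, which the paper does not discuss, were higher in MA9 than in WT macrophages, with a median log2 fold change of 3.65 (15 of 15 members; percentile 100). The median was 5.39 with 5 members at or under 3 reads set to that limit and without a pseudocount. S100a9 had 11 reads in WT and 5736 in MA9 macrophages, and Ngp 15 and 7728. Of the 15 members 3 are in another list, 0 are in Supplementary Table S3, and 0 reached an FPKM of 10 in WT against 9 in MA9 and 13 in MA9 leukemia cells. The median was 3.65 after removal of the length trend, so length does not account for it. Myeloid progenitor genes rose as well, by a median of 1.72 (9 of 12 members), and of these 12 genes 1 is in another list and 3 reached an FPKM of 10 in WT. Leukemia cells in the macrophage sort are a candidate source of both. For genes with an FPKM of at least 10 in MA9 leukemia cells and under 10% of that level in WT macrophages, the rise in MA9 as a share of that level had a median of 52.1% for 11 neutrophil genes (quartiles 28.2% and 75.7%), 4.08% for 9 progenitor genes (3.01% and 8.75%) and 0.501% for 8 MLL-AF9 target genes (-1.10% and 1.24%). The quartiles lie apart, which argues against leukemia cells as the whole source of either rise. The full ranges do overlap: the lowest neutrophil gene was at 9.68% and the highest progenitor gene at 11.9%, while the highest MLL-AF9 target was at 7.81% and the lowest progenitor gene at 2.49%. With a limit of 1% in place of 10%, added after the values had been seen, the medians were 52.9%, 4.08% and 1.10%, the last over 3 genes. Without the minimum FPKM in leukemia cells, also added afterwards, they were 51.5% over 12 genes (quartiles 25.7% and 69.2%), 4.08% over 9 and -0.020% over 9 (quartiles -1.71% and 1.10%). Neutrophils or their precursors of the mouse itself, or leukemia cells further along in differentiation than those of the BM libraries, stay open and were not tested.

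Between the libraries with and without iron, 26 genes differed in opposite directions in WT and MA9 macrophages, each with a fold of at least 2 in both comparisons, and 39 genes in the same direction. With 1 mouse library per condition, differences between mice were not separated from iron, and the difference between the 2 responses was not tested. The numbers were 14 and 33 with counting noise alone, 2 and 5 at a BCV of 0.2, 0 and 0 at a BCV of 0.4, 92 and 106 with a pseudocount of 0.1, 61 and 71 without a minimum of reads, and 27 and 37 after the trend on exon length was removed. Across 10224 genes, which are not independent replicates, Pearson's r of the 2 responses was -0.165, and -0.0325 after the trend on exon length was removed from each. The negative correlation across genes therefore goes in part with exon length, whereas the numbers of genes with a fold of at least 2 in both comparisons barely changed without the length trend. No biological explanation was tested.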

How the results depend on the processing

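The reads test, the pseudocount of 0.1, the removal of the length trend and the count of opposite responses without a minimum of reads were chosen after the data were seen, and so were the 50 pairs of list and comparison reported one by one. The quasi-likelihood test on counts planned for the fits over 4 and 6 libraries was not run, because the values are FPKM. The tested fits over 4 libraries leave no residual without any 1 library, so none was left out there.

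For the genes with a fold of at least 2, the order is WT/FE against WT (212), MA9 against WT (794), MA9/FE against WT/FE (787) and MA9/FE against MA9 macrophages (407), leukemia cells (133), all 4 macrophage comparisons (21) and opposite iron responses (26). Total scaling, size factors by the median of ratios and TMM without hemoglobin and immunoglobulin genes kept each count within 1.5 times. With a pseudocount of 0.1 the counts were 784, 1979, 2081, 1507, 631, 55 and 92. Without a minimum of reads 473, 739, 375 and 45 genes passed for WT/FE against WT, MA9/FE against MA9, leukemia cells and all 4 comparisons, and 61 genes had opposite responses. With at least 50 reads these were 116, 234, 60 and 12, and 11 opposite responses. The reads test with counting noise only gave 137 for WT/FE against WT, 70 for leukemia cells and 14 opposite responses. At a BCV of 0.1, 113, 255, 56 and 13 genes passed for WT/FE against WT, MA9/FE against MA9, leukemia cells and all 4, with 13 opposite responses. At a BCV of 0.2 the 7 counts were 39, 422, 177, 61, 9, 2 and 2, and at 0.4 they were 2, 32, 15, 1, 1, 0 and 0. The simulation, with changes of a single size, recovered 0.00% of changed genes at the last 2 settings. Changes of that size cannot be called there, so these settings do not show that nothing changed.

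Removal of the length trend kept the counts within 1.5 times but moved directions. MA9 against WT had 641 of 794 genes higher before and 580 of 854 after, MA9/FE against WT/FE 533 and 254 before and 247 and 718 after, and MA9/FE against MA9 198 and 209 before and 102 and 403 after. Of the 407 genes in the last comparison 297 were also called after removal, and of the 787 465.

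In the limma fit over 4 macrophage libraries 4 genes had an adjusted p at or under 0.05 for iron (706 at an unadjusted p under 0.05) and 526 for leukemia (2650). Total scaling gave 43 and 852, the median of ratios 44 and 896, TMM without hemoglobin and immunoglobulin genes 64 and 1013, and a pseudocount of 0.1 35 and 799. Without a minimum of reads the counts were 0 (916 unadjusted) and 1. Over the 3 pairs 0 genes passed for iron (611 unadjusted), also under each other scaling, with a pseudocount of 0.1, without a minimum of reads (735 unadjusted) and without the pair as a block (46 unadjusted). Leaving out each pair gave from 0 to 20 genes, with 20 without the pair of leukemia cells. That fit has the same 4 libraries, terms and 16268 genes as the fit over 4 macrophage libraries, which gave 4. The 20 against 4 therefore comes from the separately scaled values that were entered, and is no finding about leukemia cells. Causes of the other differences were not tested.

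Of all 175 pairs of list and comparison, 110 kept their direction and their side of the percentiles in every setting, 30 changed direction in at least one, 11 moved inside the percentiles and 26 moved outside. Of the 67 outside the percentiles, 55 kept both, 3 changed direction and 11 moved inside. Of the 50 reported pairs 28 kept both and 11 changed direction, and of the 28 outside the percentiles 25 kept both.

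For MA9/FE against WT/FE macrophages, direction changed for phagocytosis (total scaling -0.0003), macrophage activation (total scaling -0.036, median of ratios -0.021, TMM without hemoglobin and immunoglobulin genes -0.0014, length trend removed -0.022), T cell activation (length -0.018) and Reactome Fcgamma receptor phagocytosis (length 0.017). The last moved inside the percentiles with prior counts of 0.5 (-0.0074) and 5 (-0.0074) and with unmatched random lists (-0.0072). Reactome innate immunity moved inside with the length trend removed (0.059), prior counts of 0.5 (0.055) and 5 (0.055) and unmatched lists (0.043). Negative regulation of adaptive immunity moved outside with the length trend removed (-0.11), and Reactome adaptive immunity with the same (0.13), prior counts of 0.5 (0.18) and 5 (0.18) and unmatched lists (0.15).

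For MA9/FE against MA9 macrophages, direction changed for negative regulation of adaptive immunity (total -0.0089, median of ratios -0.0052, TMM without hemoglobin and immunoglobulin genes -0.0017, length -0.048), iron handling (length 0.19, random lists from all genes with any read 0.063), monocyte markers (total -0.0078, median of ratios -0.0037, length -0.036) and NK cell markers (length -0.017). Phagocytosis moved outside with the length trend removed (0.17), prior counts of 0.5 (0.24) and 5 (0.22) and unmatched lists (0.17), T cell activation with prior counts of 0.5 (0.24) and 5 (0.23) and unmatched lists (0.22), interferon genes with the length trend removed (-0.12), and with unmatched lists immediate early genes (0.21), Reactome innate (0.066) and adaptive immunity (0.071).

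For WT/FE against WT, direction changed with the length trend removed for B cell markers (0.0016) and cell cycle genes (0.0016), immediate early genes moved outside (0.051), and monocyte markers moved inside with random lists from all genes with any read (0.088). In leukemia cells the iron handling list changed direction with the median of ratios (-0.0078). Most of these medians are near 0, and the causes were not tested.

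Among named genes, Il10 in MA9/FE against MA9 macrophages changed direction with the length trend removed (-0.05 against 0.23), and 12 other values moved by more than their counting error without a change of direction. The M2 minus M1 sums were 5.18, 1.35 and 3.86 in WT/FE, MA9 and MA9/FE with a pseudocount of 0.1, 6.90, 3.99 and 6.45 with a prior count of 0.5 and 4.68, 1.11 and 3.43 with a prior count of 5, against 3.16, -0.29 and 1.96, so the sign for MA9 depends on the pseudocount. Without mitochondrial genes in the total, the B cell share was 0.886%, 0.864%, 0.501% and 0.793% in WT, WT/FE, MA9 and MA9/FE macrophages and the neutrophil share 0.195% and 0.0980% in MA9 and MA9/FE macrophages and 0.304% and 0.249% in the leukemia cells, a move beyond the counting intervals because the total is smaller. No paired analysis by animal was possible because each condition has 1 library.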

Differences from the paper's values

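No test of a cause is given in this part. The tissue of the macrophage libraries is the spleen in the labels and the BM in the paper, and it is not settled that the values compared come from the same libraries.

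Supplementary Table S3 lists 29 genes that the paper gives as shared by its comparisons. In the deposited libraries 6 of the paper's 29 genes had a fold of at least 2 between WT/FE and WT macrophages, 9 between MA9 and WT, 9 between MA9/FE and WT/FE and 6 between MA9/FE and MA9, and 4, 6, 5 and 3 of these were in the direction of the table. With 1 added before the log2, the table's own values give 29, 29, 28 and 29 genes. The table's values are not on the scale of the FPKM, so adding 1 shrinks folds of low FPKM more. Dusp8, for example, had 5 reads in WT and 42 in MA9 macrophages. Its FPKM were 0.0526 and 0.507, under a fold of 2 once 1 is added. Part of the gap may come from this, and no setting with a prior count on reads was run for these genes. None of the alternatives set before the data were examined closed the gap, the highest counts among them being 6, 10, 9 and 6. A pseudocount of 0.1, chosen after seeing the values, gave 8, 14, 12 and 10 and did not close it either.

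The number of genes with a fold of at least 2 in all 4 macrophage comparisons was 21 against the paper's 29, which is within 1.5 times, and 20 with TMM without hemoglobin and immunoglobulin genes. It was 19 with total scaling and with the median of ratios, 45 without a minimum of reads, 12 with at least 50 reads, 13, 2 and 0 at a BCV of 0.1, 0.2 and 0.4, and, with settings added after seeing the values, 14 with counting noise only, 18 with the length trend removed and 55 with a pseudocount of 0.1. Of the 21 genes 1 is in Supplementary Table S3 and 12 are immunoglobulin genes. The 4 comparisons share libraries, and 4 simulated libraries without any difference gave a mean of 1.05 such genes at a BCV of 0.2 and 102.1 at 0.4.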

Other observations

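The tests of other cells in the sort, of the normalization of Supplementary Table S3, of the quality of 1 library and of the hemoglobin genes were chosen after the results had been seen, as were the limits applied to Supplementary Table S3. The removal of the length trend, which the tests of gene length use, was chosen after the data were seen, and the tests of mislabelled samples and of other groupings were not part of the design set before.

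B cell genes were among the highest in the 4 macrophage libraries. In WT macrophages 17 of 17 B cell markers had an FPKM of at least 10, against 2 of 17 in MA9 leukemia cells, and Cd79a had an FPKM of 744.9 and Ms4a1 124.6. No member is in another list or in Supplementary Table S3. Immunoglobulin genes took 1.64% of the reads in WT, 1.89% in WT/FE, 4.03% in MA9 and 4.72% in MA9/FE macrophages, and 0.0134% and 0.0164% in the leukemia cells. A candidate explanation is that B cells were in the macrophage sort, and the presence of all 17 markers goes with it, although the pattern was found and tested on the same data. B cell markers were lower in MA9 than in WT macrophages (median log2 fold change -0.69, 1 of 17 higher), while plasma cell markers were higher (0.83, 16 of 17 higher).

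Macrophage marker genes were higher with iron. The median log2 fold change was 0.93 in WT (17 of 18 members, percentile 100) and 0.92 in MA9 macrophages (18 of 18, percentile 100), and -0.08 (percentile 25.3) between MA9 and WT. Red pulp macrophage markers gave 0.81 and 1.02. Slc40a1 rose by a log2 fold change of 1.07 in WT and 1.47 in MA9 macrophages, Mrc1 by 1.01 and 1.15 and Hmox1 by 0.35 and 0.71. Of the 18 members 12 are in another list, 0 are in Supplementary Table S3, and 11 reached an FPKM of 10 in WT. Gene length does not account for the rise, as the medians were 0.94 in WT and 1.00 in MA9 mice without the length trend. A lower share of B cells would raise the markers of all other cells. In WT mice B cell markers did not move (-0.0094) and NK cell markers fell (-0.60, quartiles -0.72 and -0.34, against 0.55 and 1.01 for the macrophage markers), and in MA9 mice B cell markers rose by 0.59, which argues against it. A lower share of neutrophil and erythroid cells in MA9/FE would raise the markers of all other cells. B cell markers (0.59, 17 of 17 members) and T cell markers (0.56, 15 of 16) did rise. NK cell markers (0.16, 7 of 10) and monocyte markers (0.024, 6 of 11, quartiles -0.34 and 0.22) stayed behind the macrophage markers (0.66 and 1.22), but their members went both ways and the sign of the monocyte median changed with total scaling (-0.0078), so this explanation stays open. The cell types compared were T cells, NK cells, monocytes and, in MA9 mice, B cells. In WT mice the NK cells were the lowest among these, a choice made after the values had been seen, and 0 of the 10 NK cell and 3 of the 12 monocyte markers are in another list. In MA9 mice a lower share of neutrophil and erythroid cells, and in both a larger share of macrophages in the iron libraries, and a response of macrophages to iron, may each explain the rise (the latter as a hypothesis), and these were not separated.

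Hemoglobin genes were higher with iron in WT (median log2 fold change 1.09) and MA9 macrophages (1.10) and lower in leukemia cells (-1.39), 4 of 4 tested members each time. Erythroid markers without hemoglobin were lower with iron in MA9 macrophages (-0.45, quartiles -0.68 and -0.18, 18 of 20 members lower). A lower share of erythroid cells could lower the latter, but the rise of the hemoglobin genes by 1.10 goes against it for those genes. Uptake of red cells by macrophages was not tested. All erythroid markers together were higher in MA9 than in WT macrophages (1.62, 23 of 24 members), and 4 of the 24 are in Supplementary Table S3.

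Short genes were higher and long genes lower in MA9/FE macrophages. Spearman's rho of the fold change on exon length across genes was -0.454 against WT/FE and -0.421 against MA9, and 0.256 for WT/FE against WT, 0.0325 for MA9 against WT and 0.0596 in leukemia cells. In MA9/FE against MA9 genes ordered by exon length into 5 groups of equal size had a median log2 fold change of 0.30 in the group of the shortest and -0.16 in that of the longest. RNA or library quality of the MA9/FE library is a candidate explanation of the -0.421, but that library is also the only one of its condition, so the 2 cannot be told apart.

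The values of Supplementary Table S3 were set against the recovered reads. Of its 29 genes 2, 1, 2 and 2 had a ratio of table to reads within 5% of the median ratio of the WT, WT/FE, MA9 and MA9/FE library. The highest ratio was at least 400.03 times the lowest in each library, which argues against a normalization by 1 factor per library. As labelled, Pearson's r within genes was 0.0595, and the highest over 360 assignments of libraries to columns was 0.385, which argues against exchanged labels among these 6 libraries. A second set of libraries behind the table was not tested.

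In the fit over 3 pairs, 4 of the 4 ways of exchanging libraries within pairs gave as many genes (0) with an adjusted p at or under 0.05 from limma, and 3 of 4 as many at an unadjusted p under 0.05 (611 in the real grouping). So few groupings cannot give a share under 0.05. Across 10224 genes, Pearson's r of the iron response in leukemia cells was 0.0691 with that in WT and 0.0136 with that in MA9 macrophages.

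The lists outside the random lists numbered 12, 14, 10, 10 and 10 of the 25 written by hand and 1, 2, 5, 1 and 2 of the 10 Reactome pathways, for WT/FE against WT, MA9 against WT, MA9/FE against WT/FE, MA9/FE against MA9 and leukemia cells, where 6.00% of simulated lists without a shift fell outside. Between MA9 and WT macrophages cell cycle genes were higher (1.83, 20 of 20 members), and MLL-AF9 target genes had a median of -0.04 (percentile 36.8), megakaryocyte and platelet markers 0.69 (99.8) and Reactome heme biosynthesis 0.69 (100). With iron in MA9 macrophages cell cycle genes (-0.52), neutrophil (-0.88) and myeloid progenitor markers (-0.58) were lower and T cell markers (0.56) higher, whereas T cell markers were lower with iron in WT (-0.32). Iron handling genes had a median of 0.13 (percentile 100) with iron in WT, -0.0046 (24.8) in MA9 macrophages and 0.0086 (59.1) in leukemia cells, and Reactome iron uptake and transport -0.03 (54.2), 0.21 (96.0) and -0.04 (9.04). Ftl1 (1.02) and Fth1 (0.63, reads approximate) were higher with iron in MA9 macrophages, and Tfrc was lower there (-0.56) and in leukemia cells (-0.82).

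The paper states that phagocytosis sets were enriched in BM macrophages of MA9 against WT, MA9/FE against WT/FE and MA9/FE against MA9 mice. It reports macrophage activation for MA9/FE against WT/FE or MA9, and T cell and immune response activation for MA9 against WT and MA9/FE against WT/FE. Negative regulation of adaptive immunity is reported for MA9/FE against MA9. The medians below follow the order of the first sentence, also for comparisons where the paper reports no enrichment of such a set. In the deposited libraries the phagocytosis list had medians of -0.07 (percentile 11.5), 0.05 (3.30) and 0.17 (87.0), macrophage activation -0.09 (4.72), 0.02 (4.97) and 0.10 (58.1), and T cell activation by antigen-presenting cells -0.19 (0.270), 0.16 (29.8) and 0.22 (83.8). Negative regulation of adaptive immunity had -0.12 (7.30), -0.05 (4.00) and 0.02 (21.5). For the Reactome pathways the medians were -0.02 (27.3), 0.04 (0.150) and 0.07 (30.1) for innate immunity, 0.03 (97.2), 0.15 (64.1) and 0.07 (14.7) for adaptive immunity, -0.07 (0.75), -0.04 (0.00) and 0.02 (1.33) for cytokine signaling, -0.08 (8.74), -0.0072 (0.290) and 0.06 (12.6) for Fcgamma receptor phagocytosis, -0.07 (16.1), 0.14 (27.2) and 0.12 (44.0) for actin dynamics of the phagocytic cup, -0.05 (25.0), 0.02 (6.69) and 0.09 (44.0) for CD28 costimulation, -0.10 (3.13), 0.0023 (4.18) and 0.08 (45.8) for T cell receptor signaling and -0.01 (51.1), 0.25 (97.9) and 0.18 (96.5) for lymphoid to non-lymphoid interactions. These lists are not the paper's sets.

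The paper measured M1 and M2 genes by real-time PCR in BM macrophages and places WT/FE and MA9 toward M1 and MA9/FE toward M2. With its formulas applied to log2(FPKM + 1), M2 minus M1 was 3.16 in WT/FE (95% interval from counting error 2.17 to 4.09), -0.29 in MA9 (-1.22 to 0.64) and 1.96 in MA9/FE macrophages (0.98 to 2.91). The M1 list had a median of -0.26 with iron in WT and -0.67 in MA9 macrophages, over 4 members, and the M2 list 0.29 and -0.34. The paper measured its ligands and receptors as protein by flow cytometry. It reports PD-L1, CD200 and Galectin9 higher on MA9/FE than on MA9 BM macrophages, SIRPα without a difference, and CD47 higher on MA9/FE leukemia cells. The RNA values of the deposited libraries are another measure and do not test these protein results. MA9/FE against MA9 macrophages gave -0.37 for Cd274, -0.15 for Lgals9, 0.52 for Cd200 and 0.30 for Sirpa. The ligand list had a median of -0.15 (percentile 11.7), and the CD47/SIRPA axis 0.17 (37.5). Cd47 RNA was at 0.12 in leukemia cells. Xist had an FPKM of 56.7 or more in each of the 6 libraries, and Ddx3y, Uty, Kdm5d and Eif2s3y are listed at 0 in each.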
